# The innate thermogenic capacity of brown adipose tissue develops independently of sympathetic signaling

**DOI:** 10.1016/j.molmet.2025.102299

**Published:** 2025-12-09

**Authors:** Ethan C. Fein, Sarmistha Mukherjee, Joseph A. Baur, Patrick Seale

**Keywords:** Brown adipose tissue, Brown adipocyte, Ucp1, Sympathetic nervous system, Beta adrenergic signaling

## Abstract

Brown adipose tissue (BAT) dissipates energy as heat in response to β-adrenergic signaling induced by the sympathetic nervous system (SNS). While this pathway is essential for the cold-induced remodeling and metabolic activity of BAT, its role in developmental programming is unclear. Here, we show that brown adipocytes acquire thermogenic identity during embryogenesis independently of sympathetic innervation and β-adrenergic signaling. Genetic sympathectomy or disrupted β-adrenergic signaling had minimal effects on thermogenic gene expression or tissue morphology during either embryonic or postnatal BAT development in the absence of cold stress. Functional analyses revealed that the SNS is likely required for circulatory support of BAT activity during β-adrenergic stimulation but not for the development of the thermogenic capacity of BAT itself. These findings demonstrate that developmental and cold-responsive BAT remodeling are mechanistically distinct processes. Defining the molecular programs that drive BAT development may reveal new strategies to enhance BAT formation and function without relying on β-adrenergic stimulation.

## Highlights

• Brown adipose tissue (BAT) acquires its thermogenic identity during fetal development in mice.
• BAT becomes densely innervated by sympathetic fibers during fetal development.
• The thermogenic identity of brown adipocytes develops independently of sympathetic innervation or β-adrenergic signaling.
• The SNS supports BAT activity during β-adrenergic stimulation but is dispensable for establishing its thermogenic capacity.

## 1 Introduction

Obesity arises when caloric intake exceeds energy expenditure. Current pharmacologic strategies for obesity largely function by suppressing food intake. Complementary approaches that enhance energy expenditure have the potential to further improve metabolic outcomes and promote more durable weight loss. One promising target is brown adipose tissue (BAT), which is specialized for heat generation (thermogenesis) through energy expenditure [1,2]. In brown adipocytes, thermogenesis is achieved by the uncoupling of the mitochondrial proton gradient from ATP production, mediated by the BAT-specific uncoupling protein 1 (UCP1) and via the activity of other ATP-dependent pathways [3]. The therapeutic potential of BAT is currently limited by its relative scarcity and dormancy in humans, highlighting the need to better understand how BAT develops [[4], [5], [6], [7]].

In mice, brown adipocytes first appear in the interscapular region around embryonic day 15 (E15) [[8], [9], [10]]. Over the next ∼4 days before birth, brown adipocytes upregulate expression of uncoupling protein 1 (UCP1) and gain the capacity for mitochondrial uncoupling [[11], [12], [13]]. However, it is not known what extrinsic signals, if any, stimulate this development. Canonically, the predominant physiologic stimulus controlling the differentiation and metabolic activity of brown adipocytes is the cold-induced release of norepinephrine (NE) from the sympathetic nervous system (SNS) [3]. SNS-mediated stimulation of BAT by NE is induced when environmental temperature falls below the thermoneutral point (∼30 °C for adult mice) [3]. NE affects brown adipocytes primarily through β-adrenergic receptors, resulting in activation of the associated G protein (G_s_) and cyclic AMP (cAMP) production [3]. cAMP-dependent protein kinase A (PKA) induces the release of free fatty acids (FFAs) from stored triglycerides [14,15]. The liberated FFAs allosterically activate UCP1 and serve as metabolic substrates for thermogenesis [[16], [17], [18]]. cAMP-dependent signaling pathways also promote the transcription of key thermogenic genes such as *Ucp1*, *Dio2*, and *Ppargc1a* [19,20]. In addition to effects on existing adipocytes, sympathetic activity expands the population of brown adipocytes by promoting the proliferation and differentiation of adipogenic progenitor cells [3,[21], [22], [23], [24], [25]].

Ablation of sympathetic signaling in BAT causes dysregulated lipid metabolism, decreased cold-stimulated blood flow and glucose uptake, and decreased proliferation of progenitor cells [23,[26], [27], [28], [29], [30], [31], [32], [33], [34]]. The BAT-intrinsic defects are accompanied by increased susceptibility to diet-induced obesity and cold-induced hypothermia [[33], [34], [35]]. Expression of UCP1 remains detectable in denervated BAT, suggesting that BAT possesses intrinsic thermogenic character [31,34,36]. Because most studies have been conducted at room temperature or below, these phenotypes reflect the importance of the SNS for cold-responsive BAT remodeling and function. However, the contribution of the SNS to BAT development is currently unknown.

The SNS is essential for several aspects of development in mice, including for fetal survival [37,38] and for the biogenesis of the heart [39], pancreatic islets [40], and hematopoietic stem cells [41]. More broadly, peripheral nerves have important roles in the development of the lungs [42], salivary glands [43], and bone [44].

In this work, we investigated the contribution of the SNS to the developmental programming of BAT. Using genetic models that either ablate sympathetic nerves or block β-adrenergic signaling in adipocytes, we found that thermogenic gene expression and cellular morphology in embryonic and postnatal BAT develop normally in the absence of sympathetic innervation or β-adrenergic signaling, provided mice are reared under thermoneutral conditions. Functional studies revealed that the intrinsic thermogenic capacity of BAT is preserved despite genetic ablation of sympathetic innervation. These findings demonstrate that sympathetic signaling is dispensable for the developmental establishment of BAT identity and function, emphasizing the importance of cell-intrinsic mechanisms in BAT development.

## 2 Results

### 2.1 The thermogenic program is activated prenatally in mice

To characterize fetal and early postnatal BAT development, we dissected BAT from embryos spanning embryonic days 15.5–18.5, pups on the first day of life (postnatal day 0.5; P0.5), and adolescent mice at 25 days old (P25) (Figure 1A). Expression of classic BAT-related mRNAs, including *Ucp1*, *Pparg*, *Cidea*, *Elovl3*, and *Fabp4*, markedly increased from E15.5 to E18.5, suggesting that late embryogenesis is a period during which brown adipocytes rapidly acquire their molecular identity (Figure 1B). In particular, expression of *Ucp1* increased exponentially (∼10,000-fold) over this period, reaching levels comparable in magnitude to those in adolescent mice (Figure 1B). H&E staining revealed progressive morphologic differentiation of BAT, including maturation of the lobular architecture and the appearance of small lipid droplets at P0.5 (Figure 1C).

**Figure 1:**
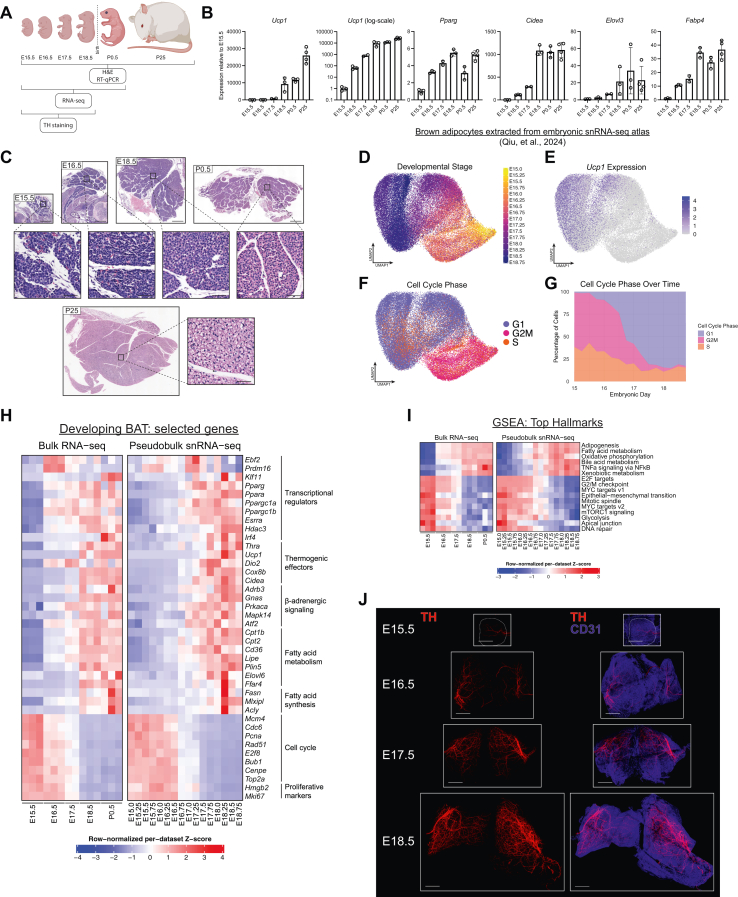
**The thermogenic program is activated prenatally in mice** (**A)** Analysis of BAT from wild-type mice at embryonic day 15.5 (E15.5) through E18.5, P0.5, and P25. **(B–C)** mRNA expression levels (B) and H&E staining (C) of BAT during late embryogenesis and early postnatal life (*n* = 2–3 per timepoint; mean ± SD). Scale bars: 500 μm (tissue), 50 μm (inset). **(D)** UMAP of brown adipocyte nuclei computationally extracted from an embryonic snRNA-seq atlas of murine embryonic development [45], colored by developmental stage. **(E**–**G)** Expression of *Ucp1* (E) and computationally predicted cell cycle phase (F, G) of embryonic brown adipocyte nuclei. **(H–I)** Heatmap of normalized expression levels of selected genes (H) or ssGSEA scores (I) in bulk RNA-seq of BAT (this study) or snRNA-seq of brown adipocytes at the indicated timepoints. Gene sets were ranked by normalized enrichment score (NES) based on E18.0-E18.75 vs. E15.0-E15.75 pseudobulk snRNA-seq data. All pathways with an adjusted *p* value < 0.01 are shown. **(J)** Whole-mount immunostaining of TH (red) and CD31 (blue) in cleared embryonic BAT at the indicated embryonic timepoints. Scale bars: 500 μm.

To broadly analyze gene expression changes in developing brown adipocytes, we utilized a publicly accessible single-nucleus RNA-seq (snRNA-seq) atlas of mouse development, consisting of several million sequenced nuclei from embryos staged at 6-hour (0.25-day) intervals from E8 to P0 [45]. We extracted 113,999 nuclei annotated as adipocytes or adipocyte precursor cells from E15.0-P0. We then further subsetted the data to obtain 52,100 nuclei from E15.0-E18.75 with gene expression profiles characteristic of developing brown adipocytes, rather than preadipocytes or white adipocytes (Figure 1D). Consistently with the RT-qPCR results, *Ucp1* expression increased along developmental time from E15.0-E18.75 (Figure 1E). In addition, cell cycle analysis indicated that brown adipocytes rapidly exit the cell cycle from E16.0 to E17.5 (Figure 1F,G). 

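BAT from wild-type Swiss Webster embryos and neonates was profiled by bulk RNA-seq of poly(A) RNA at 5 stages. There were 3 libraries at each of E15.5, E16.5, E18.5 and P0.5 and 2 at E17.5, which makes 14. All carry one batch label. The authors pseudoaligned the reads to GRCm39 with kallisto v0.46.2 and converted transcript abundances to estimated counts per gene with tximport (lengthScaledTPM). These deposited estimated counts, which are not scaled between libraries, are the starting point here. Their total per library was 23930443 to 25082918 at E15.5 (median 24879381), 21800159 to 23497632 at E16.5 (median 22645523), 20287097 and 20987495 at E17.5, 20556814 to 26030312 at E18.5 (median 23056141) and 22784519 to 23947143 at P0.5 (median 22877812). The paper gives depth as a target number of reads, whereas the values here use these totals.

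The makeup of the RNA changed with stage. Transcripts of the mitochondrial genome made up 2.89% ± 0.115 of the counts at E15.5 (SD, n = 3), 6.26% ± 0.277 at E16.5 (SD, n = 3), 8.24% ± 0.309 at E17.5 (SD, n = 2), 12.7% ± 0.65 at E18.5 (SD, n = 3) and 13.5% ± 0.285 at P0.5 (SD, n = 3). Haemoglobin transcripts, which come from red blood cells, made up 1.44% ± 0.297 at E18.5 and 0.483% ± 0.0331 at P0.5 (SD, n = 3 each). The first principal component of the libraries held 59.3% of the variance.

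Counts were rounded to whole numbers and scaled by TMM, the method the paper names. The scaling factors were between 1.25 and 1.29 at E15.5 and between 0.849 and 0.873 at E18.5, so the choice of scaling bears on direction for genes with small changes. The 17506 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test in a single fit of the 14 libraries, with Benjamini-Hochberg adjustment. Levels are given as CPM, the counts scaled by library total and TMM factor. Gene lists were fixed before the deposited counts were examined, but after Fig. 1H, which shows these libraries, had been seen. Some of their genes are in that figure, so the list tests are not blind to it. Each list was compared with all other genes by limma's camera test with a preset correlation between genes of 0.01. The paper's text does not name the number of embryos behind each library, so the p-values measure the spread between these libraries.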

Next, we consolidated gene expression across the nuclei from each developmental timepoint to form a pseudobulk snRNA-seq dataset and integrated it with our own bulk RNA-seq data from E15.5-P0.5 BAT. Analysis of the integrated dataset revealed a coordinated upregulation of genes canonically associated with brown adipocyte identity and function, including genes essential for thermogenesis, β-adrenergic signaling, and fatty acid metabolism (Figure 1H). By contrast, genes associated with proliferation and cell cycle functions decreased in expression over the same time span (Figure 1H). 

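Genes of brown adipocyte identity and function rose together in BAT from E15.5 to E18.5. *Ucp1*, which encodes the uncoupling protein of brown fat mitochondria (chromosome 8, 84016647 to 84025085, GRCm39), went from 2.47 ± 2.95 CPM (SD, n = 3) to 1945 ± 957 CPM (SD, n = 3), a log2 fold change of 9.62 (SE 0.74, adjusted p = 7.01e-08 from edgeR). The ratio of the means was 788, and 2544 without E15.5 replicate 3. *Cidea*, a lipid droplet protein (chromosome 18, 67476317 to 67501224), went from 5.94 ± 2.82 to 2194 ± 235 CPM (SD, n = 3 each), a log2 fold change of 8.53 (SE 0.28, adjusted p = 1.1e-11 from edgeR). *Pparg*, the master regulator of fat cell differentiation (chromosome 6, 115337675 to 115468268), went from 63.7 ± 15.1 to 352 ± 52.8 CPM (SD, n = 3 each), a log2 fold change of 2.47 (SE 0.31, adjusted p = 8.82e-06 from edgeR). Of the 30 genes of Fig. 1H outside the cell cycle lists, 28 rose and 2 did not pass the test. Of those that rose, *Elovl6*, a fatty acid elongase (0.54, adjusted p = 0.0368 from edgeR), turned to -0.01 with library size only, and its call was lost without any 1 of the E15.5 libraries or of E18.5 replicates 1 and 2 (adjusted p = 0.0567 to 0.13 from edgeR). Library size only also ended the calls of *Ebf2* (0.20), *Hdac3* (0.12), *Irf4* (0.67), *Prkaca* (0.17) and *Mapk14* (0.00), and the call of *Irf4* was lost without E18.5 replicate 2 (adjusted p = 0.0547 from edgeR). Fig. 1H shows the 30 as selected genes in the same libraries, so the count of 28 is not independent evidence of the direction.

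Of 29 measured genes of a thermogenic list, 24 rose, 2 fell and 3 did not pass the test in edgeR (25 rose and 2 fell when adjusted over the list alone). The median log2 fold change was 3.28, and the list was higher than other genes by limma's camera test (adjusted p = 7.24e-09; adjusted p = 0.0276 with an estimated correlation). Respiratory chain subunits were among the risen members, with log2 fold changes of 7.05 for *Cox7a1* (SE 0.15) and 6.71 for *Cox8b* (SE 0.18). *Ppargc1a*, a coactivator of mitochondrial genes (chromosome 5, 51611592 to 51725068), rose by 3.28 on the log2 scale (SE 0.19) and *Dio2*, the deiodinase that activates thyroid hormone, by 2.90 (SE 0.39). The members that fell were *Fgf21*, a secreted metabolic hormone (log2 fold change -3.50), and *Zic1*, a transcription factor (log2 fold change -1.53). *Prdm16*, a transcriptional regulator of brown fat fate, had 26.7 ± 3.51 CPM at E15.5 and 31.6 ± 5.34 CPM at E18.5 (SD, n = 3 each), a log2 fold change of 0.25 (SE 0.12, adjusted p = 0.083 from edgeR). It was 87.5 ± 2.68 CPM at E16.5 (SD, n = 3). *Klf11* had a log2 fold change of 0.05 (SE 0.15, adjusted p = 0.787 from edgeR). With scaling by library size only, the fold changes turned to -0.30 for *Prdm16* and -0.50 for *Klf11*.

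Of 30 adipocyte differentiation genes, 27 rose, 2 fell and 1 did not pass the test (27 rose and 2 fell when adjusted over the list alone). The median was 3.32 (adjusted p = 1.01e-11 from limma's camera test; adjusted p = 0.11 with an estimated correlation). *Fabp4*, a fatty acid carrier (chromosome 3, 10268785 to 10273737), rose by 4.90 on the log2 scale (SE 0.12), *Adipoq*, which encodes adiponectin, by 3.69 (SE 0.12), and *Cfd*, which encodes adipsin, by 8.56 (SE 0.34). *Klf5*, a transcription factor of early adipogenesis (-2.74), and *Rxra*, the partner receptor of PPARγ (-0.54), fell.

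Of 30 β-adrenergic and cAMP signaling genes, 18 rose, 4 fell and 8 did not pass the test (19 rose and 4 fell when adjusted over the list alone). The median was 0.80 (adjusted p = 0.000399 from limma's camera test; adjusted p = 0.0313 with an estimated correlation). *Adrb3*, the β3-adrenergic receptor (chromosome 8, 27715443 to 27740925), went from 1.16 ± 0.100 to 26.4 ± 14.7 CPM (SD, n = 3 each), a log2 fold change of 4.49 (SE 0.49, adjusted p = 2.42e-06 from edgeR). *Gnas*, which encodes the G protein Gs (chromosome 2, 174126022 to 174188537), rose from 1819 ± 63.9 to 6757 ± 415 CPM (SD, n = 3 each), and *Prkar2b*, a regulatory subunit of protein kinase A, rose by 3.90 on the log2 scale (SE 0.11). *Adrb1* rose by 0.73 on the log2 scale. The members that fell were the protein kinase A regulatory subunits *Prkar1a* (-0.50) and *Prkar2a* (-0.78), the kinase *Map2k6* (-1.37) and the arrestin *Arrb2* (-0.57).

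Of 28 fatty acid oxidation genes, 27 rose and 1 fell, also when adjusted over the list alone, with a median of 4.12 (adjusted p = 1.92e-16 from limma's camera test; adjusted p = 0.0844 with an estimated correlation). *Cpt1b*, which commits fatty acids to mitochondrial oxidation (chromosome 15, 89300606 to 89310239), went from 29.6 ± 4.98 to 1522 ± 59.9 CPM (SD, n = 3 each). Of 16 lipolysis genes, 14 rose and 2 did not pass the test, also when adjusted over the list alone, with a median of 4.14 (adjusted p = 1.56e-08 from limma's camera test; adjusted p = 0.0754 with an estimated correlation). They include *Pnpla2* (6.62, SE 0.17) and *Lipe* (4.38, SE 0.12), which encode the triglyceride and hormone-sensitive lipases. Of 22 fatty acid synthesis genes, 18 rose, 3 fell and 1 did not pass the test, with a median of 2.03 (adjusted p = 0.000101 from limma's camera test; adjusted p = 0.346 with an estimated correlation). *Fasn*, the fatty acid synthase, rose by 2.11 (SE 0.44). The desaturases *Fads1* (-0.57) and *Fads2* (-1.58) and the elongase *Elovl1* (-1.17) fell.

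Markers of other tissues moved over the same stages. All 12 epidermis markers fell, with a median log2 fold change of -6.12 (adjusted p = 0.000264 from limma's camera test; adjusted p = 0.346 with an estimated correlation), as did all 13 cartilage and bone markers, with a median of -4.24 (adjusted p = 0.000451; adjusted p = 0.247 with an estimated correlation). Of 25 skeletal muscle markers, 23 fell and 2 did not pass the test, with a median of -3.02 (adjusted p = 3.69e-06 from limma's camera test; adjusted p = 0.394 with an estimated correlation). In a comparison of E18.5 with E16.5, chosen after seeing these markers, 18 thermogenic genes rose and 2 fell, with a median of 0.98. There the epidermis markers had a median of 0.15 and the cartilage and bone markers of -1.09, and 22 of the 25 muscle markers fell, with a median of -2.31.

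**Figure D1:**
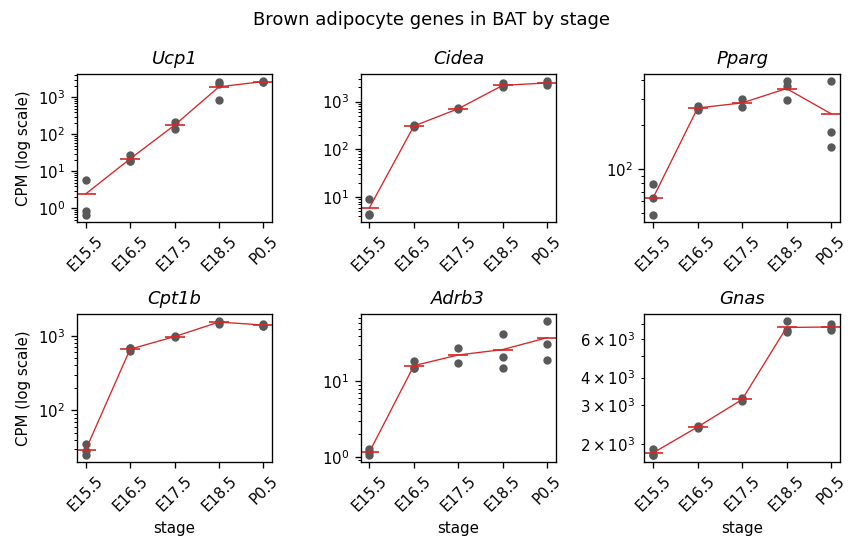
CPM after TMM scaling (log axis) of *Ucp1*, *Cidea*, *Pparg*, *Cpt1b*, *Adrb3* and *Gnas* in BAT at each stage. Points are single libraries (3 per stage, 2 at E17.5), and red dashes joined by a line are stage means, which for *Ucp1* go from 2.47 at E15.5 to 1945 CPM at E18.5.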

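Genes of cell division fell in BAT between E15.5 and E18.5. *Mki67*, a marker of proliferating cells (chromosome 7, 135291513 to 135318299, GRCm39), went from 363 ± 8.77 to 84.1 ± 16.3 CPM (SD, n = 3 each), a log2 fold change of -2.11 (SE 0.17, adjusted p = 9.36e-08 from edgeR). *Top2a*, the DNA topoisomerase of dividing cells (chromosome 11, 98883769 to 98915062), went from 349 ± 23.0 to 54.7 ± 13.8 CPM (SD, n = 3 each), a log2 fold change of -2.67 (SE 0.22, adjusted p = 1.43e-07 from edgeR). *Mcm4*, a subunit of the replicative helicase (chromosome 16, 15440211 to 15455264), fell by 2.82 on the log2 scale (SE 0.10), *Cdc6*, which loads that helicase, by 4.15, and *Bub1*, a spindle checkpoint kinase, by 3.11. All 10 genes of Fig. 1H that belong to the cell cycle lists fell. These too are shown there as selected genes in the same libraries, so this count is not independent evidence of the direction.

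All 32 measured mitosis genes fell, also when adjusted over the list alone, with a median log2 fold change of -2.44 (adjusted p = 5.63e-13 from limma's camera test; adjusted p = 0.143 with an estimated correlation). Of 32 DNA replication genes, 31 fell in edgeR, with a median of -2.25 (adjusted p = 1.13e-13 from limma's camera test; adjusted p = 0.11 with an estimated correlation). The other member, *Ung*, a DNA repair glycosylase, had a log2 fold change of -0.21 (adjusted p = 0.186 from edgeR). Of 23 E2F and DNA repair genes, 21 fell and 2 did not pass the test, with a median of -1.61 (adjusted p = 5.89e-07 from limma's camera test; adjusted p = 0.0844 with an estimated correlation). These include *E2f8*, an E2F transcription factor (-3.59).

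Of 16 inhibitors of the cell cycle, 10 rose, 2 fell and 4 did not pass the test, and the list was not called (adjusted p = 0.158 from limma's camera test). *Cdkn2b* (2.07), *Cdkn2c* (1.53), *Cdkn1b* (0.68) and *Cdkn1a* (0.53), which encode inhibitors of cyclin-dependent kinases, rose. Scaling by library size only moved the median log2 fold change of all genes from -0.03 to -0.58. Rises as small as those of *Cdkn1b* and *Cdkn1a* may thus not stand under it. *Cdkn1c*, an imprinted inhibitor of the same kinases, fell from 1706 ± 188 to 163 ± 15.3 CPM (SD, n = 3 each).

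From E15.5 to E16.5, 4 mitosis genes fell, 1 rose and 27 did not pass the test (1 fell and 1 rose when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.0975 from limma's camera test). From E16.5 to E17.5, 9 fell and 23 did not pass the test (20 fell when adjusted over the list alone), with a median of -0.57 (adjusted p = 2.03e-14 from limma's camera test; adjusted p = 0.135 with an estimated correlation). When 1 E16.5 library was left out, at most 1 mitosis gene was called lower. Lower calls over all genes then fell as well, from 175 to between 37 and 61. The loss is thus not particular to the mitosis genes or to 1 library. Leaving out an E17.5 library leaves 1 at that stage, so calls from those fits are not given for this list. From E17.5 to E18.5 all 32 fell, with a median of -1.70 (adjusted p = 1.91e-25 from limma's camera test; adjusted p = 0.0809 with an estimated correlation). Of the DNA replication genes, 19 were lower and 1 higher at E16.5 than at E15.5 (20 and 1 when adjusted over the list alone; median -0.46, adjusted p = 0.000273 from limma's camera test; adjusted p = 0.352 with an estimated correlation). *Mki67* was 379 ± 15.2 CPM at E16.5 (SD, n = 3) and 250 ± 0.485 CPM at E17.5 (SD, n = 2). Its log2 fold change was 0.06 from E15.5 to E16.5 (adjusted p = 0.785 from edgeR) and -1.57 from E17.5 to E18.5 (adjusted p = 5.07e-05 from edgeR).

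Skeletal muscle markers, which include *Myod1* and *Myog*, regulators of muscle differentiation, moved with the cell cycle genes in the last of these steps, where 23 of 25 fell, 16 without E17.5 replicate 2 (median -2.80, adjusted p = 1.57e-12 from limma's camera test; adjusted p = 0.259 with an estimated correlation). From E16.5 to E18.5, a comparison chosen after seeing the data, all 32 mitosis genes fell (median -2.24) and 22 muscle markers fell (median -2.31). From E18.5 to P0.5, 19 of 25 muscle markers rose and none fell (median 2.23), while 28 of 32 mitosis genes fell further (median -0.95). From E16.5 to P0.5, also chosen after seeing the data, all 32 mitosis genes were lower (median -3.17). There 2 muscle markers were higher and 8 lower (median -0.03, SD 1.52). Over these stages the mitosis genes thus did not follow the muscle markers. The E17.5 stage has 2 libraries, which limits both steps that use it.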

For an unbiased analysis of the gene expression changes over this developmental period, we performed Gene Set Enrichment Analysis (GSEA) by calculating single-sample enrichment scores for each of the 50 “hallmark” gene sets curated in the Molecular Signatures Database (MSigDB) [[46], [47], [48], [49], [50]]. The top upregulated pathways from E15 to E18 included adipogenesis, fatty acid metabolism, and oxidative phosphorylation, while the top downregulated pathways mainly related to cell division and proliferation (Figure 1I). 

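Genes of mitochondrial energy metabolism rose from E15.5 to E18.5. All 44 measured nuclear genes of oxidative phosphorylation rose, also when adjusted over the list alone, with a median log2 fold change of 2.88 (adjusted p = 1.11e-25 from limma's camera test; adjusted p = 0.12 with an estimated correlation). *Cox4i1*, a subunit of cytochrome c oxidase (chromosome 8, 121391505 to 121400950, GRCm39), went from 304 ± 15.3 to 2401 ± 39.4 CPM (SD, n = 3 each). All 13 genes encoded by the mitochondrial genome rose, with a median of 2.36 (adjusted p = 8.69e-09 from limma's camera test; adjusted p = 0.143 with an estimated correlation). Among them *mt-Co1* went from 6518 ± 243 to 63193 ± 4347 CPM (SD, n = 3 each). All 23 genes of the tricarboxylic acid cycle rose, with a median of 3.10 (adjusted p = 6.42e-16 from limma's camera test; adjusted p = 0.12 with an estimated correlation). *Cs*, the citrate synthase, rose by 3.50 on the log2 scale (SE 0.08). All 24 peroxisome genes rose, with a median of 1.88 (adjusted p = 7.17e-11 from limma's camera test; adjusted p = 0.0188 with an estimated correlation). Of 25 genes of mitochondrial translation and import, 24 rose and 1 fell, with a median of 1.09 (adjusted p = 1.17e-08 from limma's camera test; adjusted p = 0.166 with an estimated correlation). The one that fell was *Nrf1*, a transcription factor of nuclear genes for mitochondria (-0.53).

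Other groups of genes went different ways. Of 30 genes of ribosome biogenesis and MYC targets, 26 fell, 1 rose and 3 did not pass the test, with a median of -1.10 (adjusted p = 4.16e-07 from limma's camera test; adjusted p = 0.209 with an estimated correlation). *Myc* fell (-1.99), as did *Npm1*, a nucleolar protein (-2.09), and the member that rose was *Ldha*, the lactate dehydrogenase (1.24). Of 30 extracellular matrix genes, 27 fell, 1 rose and 2 did not pass the test, with a median of -1.59 (adjusted p = 1.57e-08 from limma's camera test; adjusted p = 0.154 with an estimated correlation). *Col1a1*, a chain of collagen I, went from 6698 ± 1149 to 1710 ± 208 CPM (SD, n = 3 each), and *Cdh2*, which encodes N-cadherin, rose by 0.33. Library size only moved the median log2 fold change of all genes from -0.03 to -0.58, so the direction of so small a rise depends on scaling. Of 24 genes of the mTORC1, sterol and amino acid response, 12 fell, 6 rose and 6 did not pass the test, with a median of -0.86 (adjusted p = 0.0425 from limma's camera test; adjusted p = 0.394 with an estimated correlation). This call was lost with library size only (adjusted p = 0.0973 from limma's camera test), with the replicate number as a block (0.0509), without E15.5 replicate 3 (0.069) and without E18.5 replicate 2 (0.0569). *Phgdh* (-3.38) and *Psat1* (-2.89) of serine synthesis fell and *Fdft1* (2.19) of sterol synthesis rose. Of 21 glycolysis genes, 14 rose, 3 fell and 4 did not pass the test, with a median of 1.10 (adjusted p = 0.00128 from limma's camera test; adjusted p = 0.346 with an estimated correlation). The insulin-responsive glucose transporter gene *Slc2a4* (3.22) and *Hk2*, a hexokinase (2.98), rose, and the transporter gene *Slc2a1* (-1.39), the hexokinase *Hk1* (-0.43) and the lactate transporter gene *Slc16a3* (-1.72) fell. Of 28 immediate early and NFκB response genes, 9 rose, 4 fell and 15 did not pass the test (9 rose and 3 fell when adjusted over the list alone), and the list was not called (adjusted p = 0.545 from limma's camera test).

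In the same libraries *Krt1*, a keratin of the upper epidermis, went from 294 ± 219 CPM at E15.5 to 1.01 ± 0.615 CPM at E18.5 and *Acta1*, the actin of skeletal muscle, from 1755 ± 682 to 329.9 ± 225 CPM (SD, n = 3 each). From E16.5 to E18.5, a comparison chosen after seeing the data, 43 of the 44 nuclear genes of oxidative phosphorylation rose (median 1.00), 25 extracellular matrix genes fell and 2 rose (median -0.77), and the mTORC1, sterol and amino acid list was not called (median 0.06, adjusted p = 0.961 from limma's camera test). Mitochondrial translation and import was not called there either, with 10 genes higher and 2 lower (median 0.07, adjusted p = 0.0924 from the same limma test).

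The hallmark sets of MSigDB were not used here. In their place 733 Reactome pathways of 15 to 500 tested genes were compared by limma's camera test, of which 44 were higher and 138 lower at E18.5. With an estimated correlation 0 were higher and 0 lower after adjustment, and 34 and 69 had an unadjusted camera p under 0.05 (the smallest adjusted p was 0.277 with an estimated correlation). The pathway with the smallest p was the citric acid cycle and respiratory electron transport, where 115 of 123 genes rose and 3 fell (median 2.76, adjusted p = 1.37e-35 from limma's camera test). In mitochondrial fatty acid β-oxidation all 15 genes rose (median 3.89, adjusted p = 8.51e-12 from the same limma test). Among the lower pathways were resolution of sister chromatid cohesion, where 76 of 91 genes fell and 4 rose (median -1.59, adjusted p = 1.86e-13 from limma's camera test), and mitotic prometaphase, where 81 of 99 fell and 6 rose (median -1.56). With scaling by library size only, 44 pathways were higher and 207 lower.

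The ssGSEA score of the thermogenic list went from -0.0225 ± 0.0129 to 0.343 ± 0.00557 (SD, n = 3 each), that of fatty acid oxidation from 0.309 ± 0.0143 to 0.521 ± 0.0056 and that of mitosis from 0.428 ± 0.0101 to 0.0441 ± 0.0334 (SD, n = 3 each). Of the 41 lists, 23 had higher and 16 lower ssGSEA scores in every E18.5 library than in every E15.5 library, where chance gives 10%. In an exact two-sided permutation test each has p = 0.1, the smallest that 3 libraries against 3 allow. ssGSEA and the mean z-score had the same sign for 40 of the 41 lists.

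**Figure D2:**
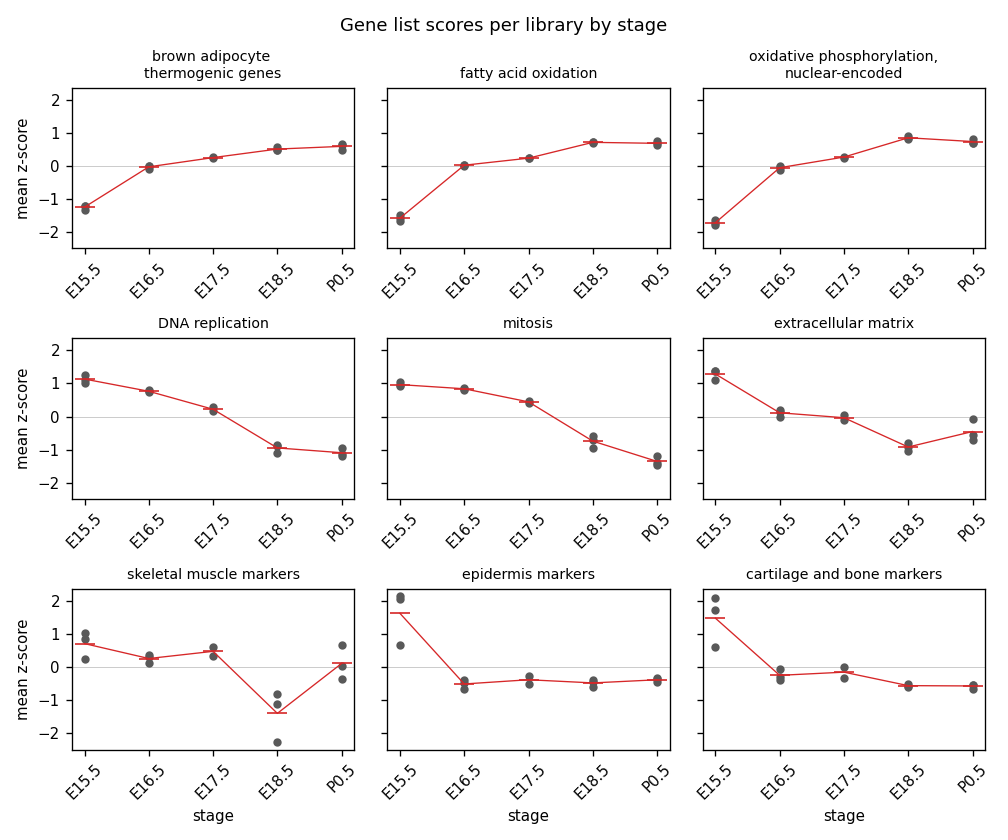
Mean z-score of log2 CPM over the genes of 9 lists (vertical axis) in each BAT library by stage. Points are single libraries and red dashes joined by a line are stage means. The thermogenic score goes from -1.25 at E15.5 to 0.511 at E18.5 and the mitosis score from 0.966 to -0.744. Muscle, epidermis and cartilage markers are plotted on the same axis.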

Overall, these data demonstrate that the unique gene expression program of brown adipocytes is activated prenatally.

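*Ucp1* was higher at each embryonic stage than at the one before, and its middle step was the least certain. It reached 21.9 ± 4.84 CPM at E16.5 (SD, n = 3) and 178 ± 47.8 CPM at E17.5 (SD, n = 2). Its log2 fold change was 3.15 from E15.5 to E16.5 (adjusted p = 0.000774 from edgeR), 3.02 from E16.5 to E17.5 (adjusted p = 0.0162 from edgeR) and 3.45 from E17.5 to E18.5 (adjusted p = 0.00181 from edgeR). The call from E16.5 to E17.5 was lost without E16.5 replicate 1 (adjusted p = 0.0816 from edgeR), E16.5 replicate 2 (0.0717), E17.5 replicate 1 (0.13) or E17.5 replicate 2 (0.0638). At P0.5 it was 2706 ± 66.4 CPM (SD, n = 3), a log2 fold change of 0.48 from E18.5 (SE 0.50, adjusted p = 0.623 from edgeR). *Cidea* rose by 5.70 in the first step, 1.20 in the second and 1.63 in the third on the log2 scale, and the call of its second step was lost without the same libraries (adjusted p = 0.0516 to 0.128 from edgeR). *Ppara*, the receptor that controls fatty acid oxidation genes (chromosome 15, 85618656 to 85687067, GRCm39), rose from 8.52 CPM at E15.5 to 356 CPM at E18.5 (log2 fold change 5.39, SE 0.20, adjusted p = 3.53e-11 from edgeR).

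The thermogenic list had a median log2 fold change of 2.05 from E15.5 to E16.5, with 23 of 29 genes higher and 2 lower (adjusted p = 1.01e-09 from limma's camera test; adjusted p = 0.0192 with an estimated correlation). From E16.5 to E17.5 the median was 0.56, with 10 higher and 1 lower (12 and 1 when adjusted over the list alone; adjusted p = 3.77e-07 from limma's camera test; adjusted p = 0.0792 with an estimated correlation). Fewer than these 10 were called with 1 E16.5 library left out: 2 without replicate 1, 6 without replicate 2 and 7 without replicate 3. Higher calls over all genes fell in the same fits, from 361 to 104, 137 and 157. The loss is thus not particular to this list. From E17.5 to E18.5, 13 were higher and 1 lower (adjusted p = 0.000153 from limma's camera test; adjusted p = 0.0992 with an estimated correlation). From E18.5 to P0.5 the median was 0.01, with 3 higher, 1 lower and 25 not passing the test (adjusted p = 0.901 from limma's camera test). The nuclear genes of oxidative phosphorylation had 44 of 44 higher in the first step, 20 in the second (42 when adjusted over the list alone, and at most 5 over all genes when 1 library was left out) and 43 in the third, with adjusted p = 0.0918, 0.135 and 0.11 from limma's camera test with an estimated correlation.

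Over all genes, 5618 were higher and 5929 lower at E18.5 than at E15.5 in edgeR. Of the 17506 tested, 12193 (69.7%) had no overlap between the libraries of these stages, where chance gives 10%. By step, 4498 were higher and 3979 lower from E15.5 to E16.5, 361 and 175 from E16.5 to E17.5, 1750 and 2179 from E17.5 to E18.5, and 731 and 723 from E18.5 to P0.5. When 1 library was left out, the step from E16.5 to E17.5 had 31 to 157 higher and 2 to 61 lower, with the fewest without E17.5 replicate 1. The step from E17.5 to E18.5 had 910 to 1527 and 1348 to 1888, with the fewest without E17.5 replicate 2. The step to P0.5 had 377 to 766 and 303 to 628, lowest without E18.5 replicate 1 and E18.5 replicate 3. With the libraries of E18.5 and P0.5 alone they were 83 and 45, and in a test against a 2-fold change 1 and 1. With scaling by library size only, 3282 were higher and 9075 lower at E18.5 than at E15.5.

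The first step also holds the largest fall in the markers of skin and cartilage, with medians of -5.48 for epidermis and -3.25 for cartilage and bone (adjusted p = 1.66e-06 and 3.08e-05 from limma's camera test; adjusted p = 0.261 and 0.199 with an estimated correlation). From E16.5 to E18.5, a comparison chosen after seeing the data, 3346 genes were higher and 3611 lower. There 25 of 28 fatty acid oxidation genes were higher and 1 lower, with a median of 1.33, and 22 of 25 skeletal muscle markers were lower.

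From its RNA-seq, RT-qPCR, histology and single nuclei (Fig. 1B to I), the paper concludes that brown adipocytes switch on their characteristic expression program before birth.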

We next sought to identify adipose cell-extrinsic factors that drive the induction of the thermogenic gene program in late embryogenesis. In postnatal life, the cold-responsive induction of thermogenic genes and differentiation of new brown adipocytes is under the control of the SNS [3]. To characterize the sympathetic innervation of BAT during embryogenesis, we performed whole-mount immunostaining of tyrosine hydroxylase (TH) in chemically cleared BAT from E15.5 to E18.5 [51,52]. Co-staining of CD31, marking endothelial cells, served to visualize blood vessels. Based on the TH staining, the density of sympathetic nerve fibers increased dramatically from E15.5 to E18.5 (Figure 1J).

### 2.2 Genetic ablation of sympathetic nerves abrogates the postnatal BAT cold response

To examine the role of the SNS in BAT development, we generated mice lacking sympathetic nerves. To do this, we conditionally deleted *Ntrk1*, encoding TrkA, the high-affinity receptor for nerve growth factor (NGF) in dopamine β-hydroxylase (*Dbh*)-expressing neurons (Figure 2A,B) [53,54]. DBH is the last enzyme in the norepinephrine synthesis pathway and is more specific to sympathetic neurons than TH, which has been observed in (sensory) dorsal root ganglia in mice, including in neurons innervating some adipose tissues [[55], [56], [57], [58], [59]]. Without *Ntrk1*/TrkA, sympathetic nerves lack responsiveness to NGF and do not effectively innervate target tissues [40,[60], [61], [62]]. We refer to the *Dbh*^*Cre*^*Ntrk1*^*flox/flox*^ model as ΔSNS.

**Figure 2:**
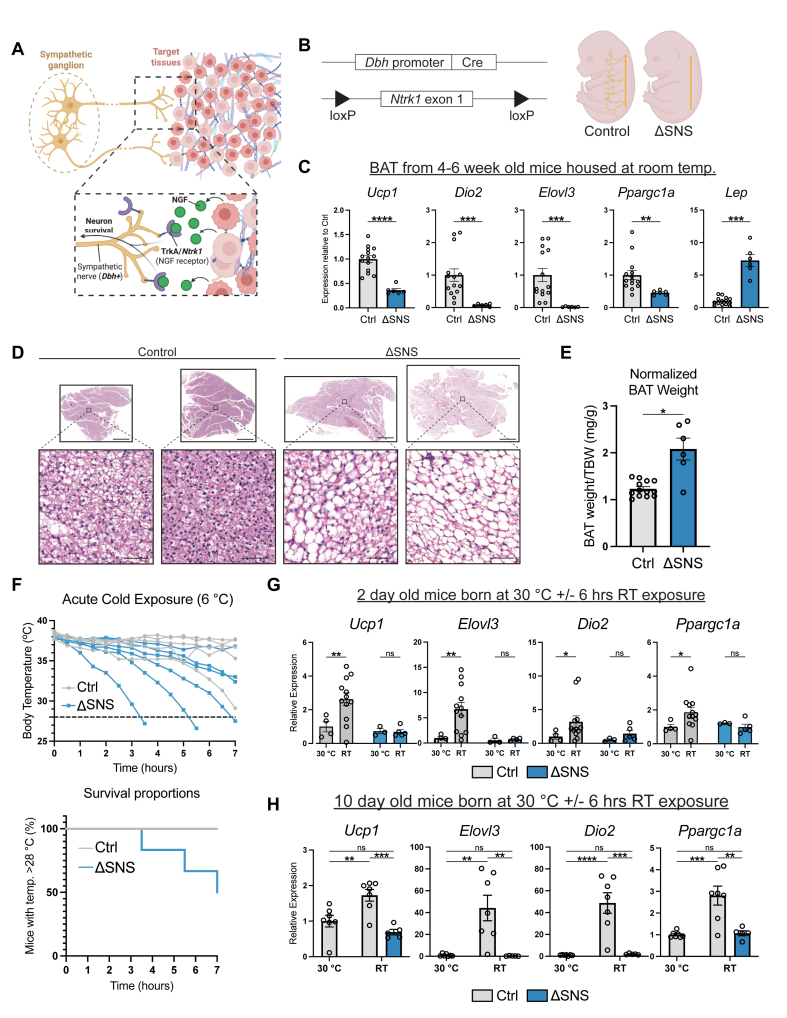
**Deletion of TrkA in sympathetic nerves disrupts BAT function (A)** Schematic illustrating NGF-TrkA signaling. Target tissue-derived NGF promotes axon branching and neuron survival via neuronal TrkA. **(B)** Schematic illustrating the design of the ΔSNS (*Dbh*^*Cre*^*Ntrk1*^*flox/flox*^) model. (Left) *Dbh*^*Cre*^ is used to delete exon 1 of *Ntrk1* (encoding TrkA) from sympathetic nerves. (Right) Development of sympathetic innervation is globally diminished in ΔSNS mice, from embryogenesis onwards. **(C**–**E)** mRNA expression levels (C), H&E staining (D), and total body weight (TBW)-normalized tissue weight (E) of BAT from 4 to 6 week old mice reared at room temperature (*n* = 6–14 per group; mean ± SEM). Scale bars: 1000 μm (tissue), 50 μm (inset). **(F)** Core body (colonic) temperature (top) and survival (bottom) in response to an acute cold challenge (6 °C) of 4-week-old mice reared at room temperature. Mice whose temperature dropped >10 °C relative to initial temperature were immediately euthanized. **(G**–**H)** mRNA expression levels of BAT from P2 (G) or P10 (H) mice kept at 30 °C since birth then either kept at 30 °C or exposed to room temperature (RT) for 6 h (*n* = 3–12 [P2] or 5–7 [P10] per group; mean ± SEM).

To assess the effectiveness of sympathetic nerve ablation in ΔSNS mice, we first analyzed BAT from adolescent control and ΔSNS mice reared at room temperature. We found that the expression of thermogenesis-related genes (*Ucp1*, *Elovl3*, *Dio2*, *Ppargc1a*) was lower in BAT of ΔSNS mice compared to controls, while the expression of leptin (*Lep*), a marker of white adipocyte identity, was higher (Figure 2C). Brown adipocytes also accumulated larger lipid droplets in ΔSNS mice compared to controls, likely reflecting decreased lipolytic activity (Figure 2D). The increased brown adipocyte size in ΔSNS mice was accompanied by an increase in tissue weight (Figure 2E). Functionally, ΔSNS mice failed to maintain their core body temperature in response to 6 °C cold exposure (Figure 2F). These results demonstrate that the degree of sympathetic nerve ablation in ΔSNS mice was sufficient to negatively impact the recruitment and physiologic function of BAT during cold exposure.

We also tested the ability of BAT from neonatal mice to respond to environmental cold by exposing 2- or 10-day-old pups to room temperature (∼22–24 °C) after being born at 30 °C. Room temperature represents a strong cold challenge for young mice. 2-day-old mice are not able to defend their body temperature under these conditions, while 10-day-old mice partially maintain it [63]. Exposure to room temperature for 6 h upregulated thermogenic genes (*Ucp1*, *Elovl3*, *Dio2*, *Ppargc1a*) in BAT from 2-day-old control pups compared to pups kept at 30 °C. This cold-induced gene response was abolished in the ΔSNS pups (Figure 2G). Similarly, room temperature exposure of 10-day-old control pups upregulated thermogenic gene expression in BAT, while BAT of cold-exposed ΔSNS pups resembled that of control pups kept at 30 °C (Figure 2H). These results indicate that the SNS is required for the cold-responsiveness of BAT in mice as young as 2 days old.

### 2.3 Prenatal differentiation of BAT is independent of sympathetic innervation

We next investigated whether BAT development during embryogenesis requires sympathetic innervation. We dissected BAT from ΔSNS and littermate control embryos at E15.5-E18.5 (Figure 3A). Whole-mount TH staining of cleared BAT revealed almost complete ablation of sympathetic nerves in ΔSNS BAT at all timepoints (Figure 3B). The residual TH^+^ nerve fibers may represent TH^+^ sensory nerves, which have been observed in white adipose tissue [59]. Regardless, the remaining TH^+^ nerve fibers were extremely sparse and did not develop the dense branching structure necessary to innervate individual brown adipocytes (Figure 3B). At E18.5, BAT weights were comparable between control and ΔSNS embryos (Figure 3C). Notably, expression of key thermogenic genes (*Ucp1*, *Cidea*, *Dio2*) remained intact in BAT from E18.5 ΔSNS embryos (Figure 3D). BAT expression levels of brown adipocyte-defining transcription factors (*Ebf2*, *Prdm16*), markers of adipocyte identity (*Pparg*, *Cebpb*, *Fabp4*, and *Adipoq*), and white adipocyte genes (*Lep*, *Zfp423*) were not affected by SNS-deficiency (Figure 3D). BAT morphology, as assessed by H&E staining, appeared identical in ΔSNS embryos and littermate controls at E18.5 (Figure 3E). Overall, these results indicate that the thermogenic profile of BAT develops normally in the absence of sympathetic innervation.

**Figure 3:**
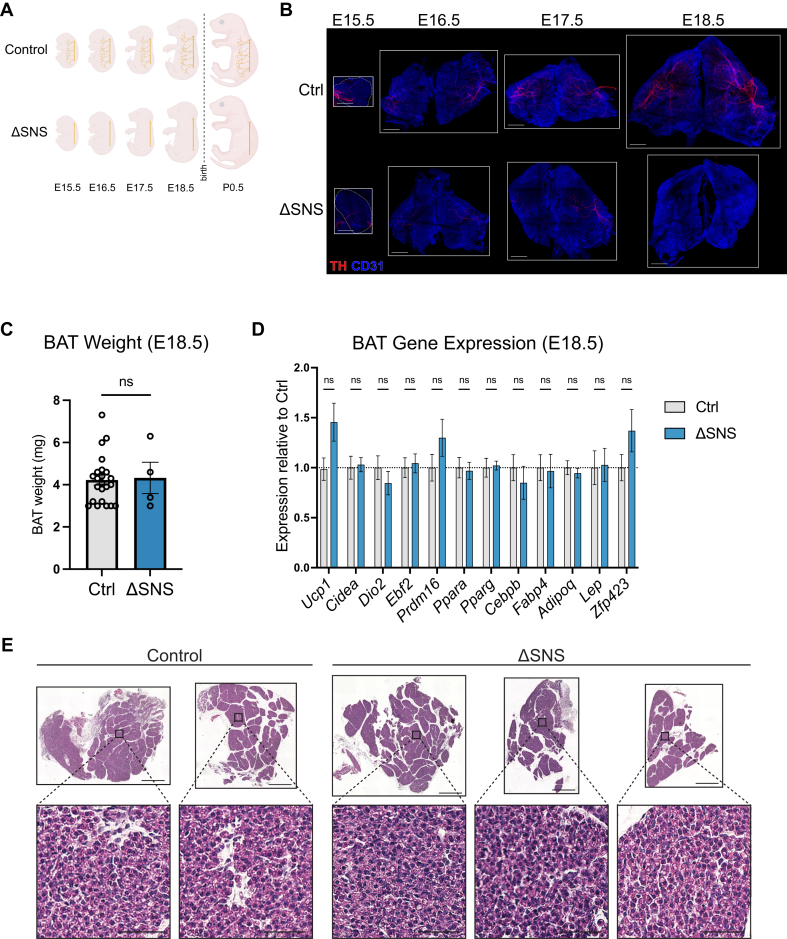
**Prenatal BAT development is independent of sympathetic innervation (A)** BAT was collected from E15.5-E18.5 embryos for whole-mount immunostaining. **(B)** Whole-mount immunostaining of TH (red) and CD31 (blue) in cleared BAT from E15.5-E18.5 embryos. Scale bars: 500 μm. **(C**–**E)** TBW-normalized tissue weight (C), mRNA expression levels (D), and H&E staining (E) of BAT from control or ΔSNS embryos at E18.5 (*n* = 8–16 per group; mean ± SEM). Scale bars: 500 μm (tissue), 50 μm (inset).

### 2.4 G_s_-coupled signaling is dispensable for embryonic brown adipocyte development

NE from maternal circulation partially rescues survival in embryos lacking the capacity to synthesize NE, indicating that some NE crosses the placenta [37]. In addition, epinephrine, which also stimulates adrenergic receptors, increases in concentration during late embryogenesis [37]. These observations raised the possibility that circulating catecholamines could support BAT differentiation, especially in the absence of sympathetic nerves. To test this idea, we conditionally deleted the α subunit of G_s_ (G_s_α), the G protein coupled to all three β-adrenergic receptors in adipocytes using *Adipoq*^*Cre*^*Gnas*^*flox/flox*^ (AdipoΔGs) mice [64,65]. Loss of G_s_α abolishes the signaling function of β-adrenergic receptors (Figure 4A).

**Figure 4:**
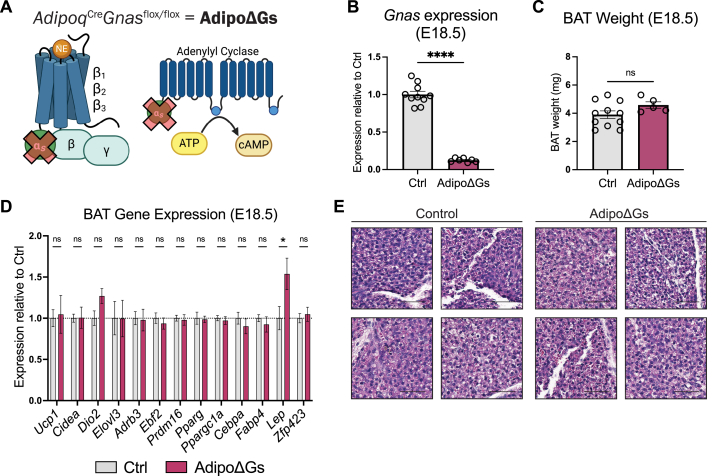
**Prenatal BAT development is independent of β-adrenergic and G_S_-coupled signaling (A)** Schematic illustrating adipocyte-specific G_s_ deletion in AdipoΔGs mice. **(B**–**E)** RT-qPCR confirmation of BAT *Gnas* knockout (B), TBW-normalized tissue weight (C), mRNA expression levels (D), and H&E staining (E) of BAT from control or AdipoΔGs embryos at E18.5 (*n* = 5–11 per group, mean ± SEM). Scale bars: 50 μm.

*Gnas* mRNA levels were reduced by ∼90% in BAT of AdipoΔGs embryos at E18.5 relative to controls (Figure 4B). The small amount of residual *Gnas* expression (∼12% relative to littermate controls) likely derived from non-adipocyte cell types. We observed no difference in BAT weight relative to body weight in AdipoΔGs versus control embryos (Figure 4C). BAT from AdipoΔGs and control mice also showed equivalent expression levels of thermogenic genes (*Ucp1*, *Cidea*, *Dio2*, *Elovl3, Ppargc1a*), brown adipocyte fate-determining transcription factors (*Ebf2*, *Prdm16*), adipocyte markers (*Pparg*, *Cebpa*, *Fabp4*), and white adipocyte markers (*Lep*, *Zfp423*) (Figure 4D). Expression of the β_3_-adrenergic receptor (encoded by *Adrb3*) in BAT was unaffected by loss of *Gnas* (Figure 4D). H&E staining showed that BAT from AdipoΔGs embryos had normal cell and tissue morphology (Figure 4E). Together, these findings indicate that embryonic brown adipocytes develop independently of G_s_-coupled signaling from GPCRs, including β-adrenergic receptors.

### 2.5 Postnatal BAT develops independently of the SNS in the absence of cold stress

BAT continues to develop postnatally, growing in size due to continued differentiation of progenitor cells and increasing cell size from lipid accumulation [12,66,67]. In mice housed at room temperature, thermogenic gene expression increases during the first month of life [12]. However, the extent to which these changes are mediated by cold stress versus developmental processes was unclear. To reduce cold stress, we bred ΔSNS and control mice at 30 °C (Figure 5A). Although the true thermoneutral temperature for neonatal mice is higher than 30 °C [68], the ability to huddle with their dam and littermates likely further protected the pups from cold stress. We extracted BAT from ΔSNS mice and littermate controls at 4–6 weeks of age. ΔSNS mice exhibited a reduction in total body weight but no change in BAT weight normalized to body weight (Figure 5B,C). BAT from ΔSNS mice exhibited no difference in the expression levels of most thermogenesis-related genes (*Ucp1*, *Cidea*, *Elovl3*, *Adrb3*), nor *Ebf2* or *Lep* (Figure 5D). At the protein level, BAT from ΔSNS and control mice had comparable levels of UCP1, β_3_-adrenergic receptor (β_3_-AR), and electron transport chain complexes (Figure 5E). H&E staining showed that BAT from both ΔSNS and control mice accumulated large lipid droplets, which are characteristic of mice housed at a thermoneutral temperature (Figure 5F).

**Figure 5:**
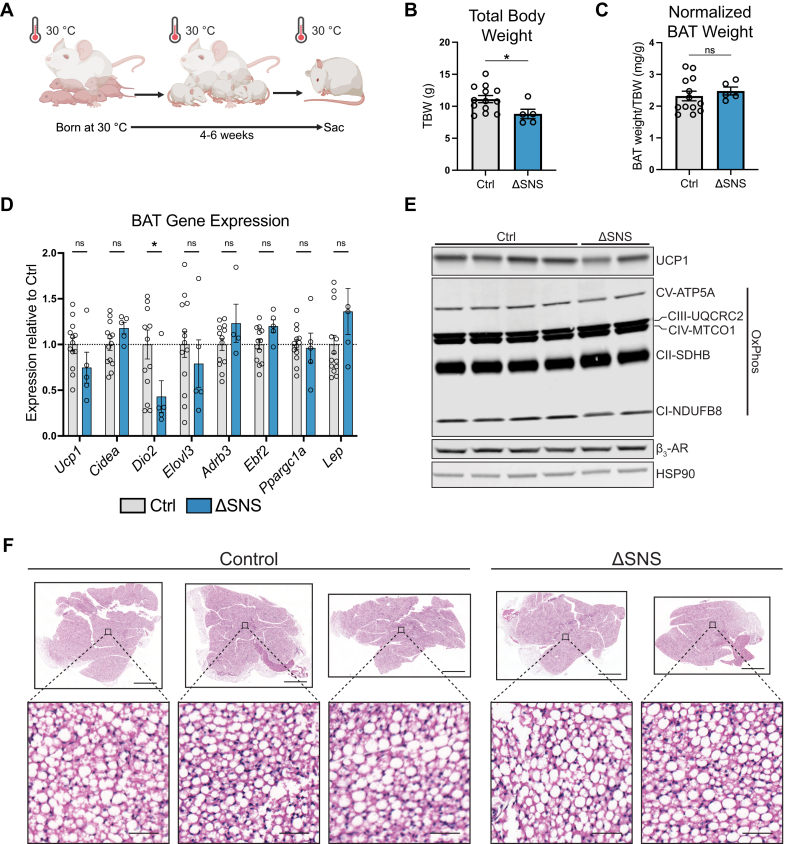
**Postnatal BAT development at 30 °C is independent of sympathetic innervation (A)** Pups were born and reared at 30 °C before sacrifice at 4–6 weeks. **(B**–**D)** Total body weight (TBW) (B), TBW-normalized BAT weight (C), and BAT mRNA expression levels (D) of 4–6 week old ΔSNS and control mice reared at 30 °C (*n* = 5–13 per group; mean ± SEM). **(E)** Immunoblot for UCP1, HSP90, and mitochondrial complexes in BAT from 4 to 6 week old ΔSNS and control mice reared at 33 °C. **(F)** H&E staining of BAT from 4 to 6 week old ΔSNS and control mice reared at 30 °C. Scale bars: 1000 μm (tissue), 50 μm (inset).

To further test whether β-adrenergic signaling or any other G_s_-coupled signaling pathways contribute to cold-independent BAT development postnatally, we bred AdipoΔGs and control mice at 30 °C (Fig. S1A). *Gnas* was knocked down in BAT with high efficiency (Fig. S1B). Total body weight and BAT weight were similar between the two groups at 4–6 weeks of age (Fig. S1C and D). The expression of thermogenic genes (*Ucp1*, *Cidea*, *Dio2*, *Elovl3*, *Ppargc1a*) and *Lep* showed no differences in BAT from AdipoΔGs versus control mice (Fig. S1E). Histologically, BAT from both AdipoΔGs and control mice had large lipid droplets, but AdipoΔGs BAT had more uniformly large lipid droplets and fewer cells with multiloculated lipid droplets, suggesting more lipogenic and/or less lipolytic activity compared to control BAT (Fig. S1F). In agreement with prior studies, BAT from AdipoΔGs mice reared at room temperature had larger lipid droplets, increased tissue weight, and decreased expression of thermogenic genes relative to controls (Fig. S1F-I) [69,70]. Overall, these results indicate that sympathetic innervation and G_s_-coupled signaling are necessary for the cold-responsiveness of BAT but not for its development under warm conditions.

### 2.6 Functional thermogenic capacity of BAT in genetically sympathectomized mice

We next sought to determine whether sympathetic innervation is required for BAT to develop its functional thermogenic capacity. The gold-standard method to measure BAT thermogenic function is to perform indirect calorimetry in mice anesthetized with pentobarbital and stimulated with either norepinephrine or the β_3_-selective adrenergic agonist CL-316,243 (CL) (Figure 6A) [71,72]. Anesthesia is used in these experiments to reduce the contribution of skeletal muscle activity (e.g., ambulation) to energy expenditure and to reduce inter-animal variability [71,73]. Interestingly, the elevation of energy expenditure in response to CL was markedly blunted in ΔSNS mice compared to controls (Figure 6B–D), despite these mice having equivalent expression of thermogenic genes and mitochondrial proteins in BAT (Figure 5D,E). The difference in CL-induced energy expenditure, adjusted for body weight, between ΔSNS and control mice was highly significant (Figure 6D). However, because the ΔSNS model diminishes sympathetic innervation globally, it was not immediately clear whether the reduction in CL-induced energy expenditure was due to a BAT-intrinsic or BAT-extrinsic defect.

**Figure 6:**
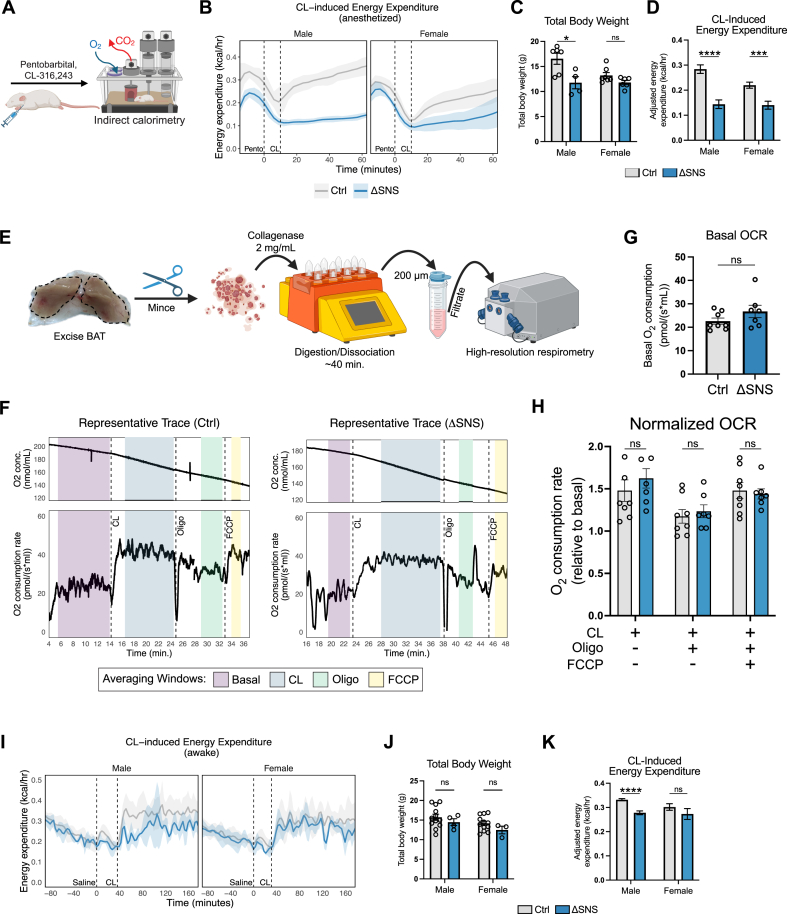
**Functional thermogenic capacity of BAT in genetically sympathectomized mice (A)** Indirect calorimetry was performed on mice anesthetized with pentobarbital then stimulated with CL-316,243 (CL). **(B**–**D)** Energy expenditure (EE) over time (B), total body weight (TBW) (C), and TBW-adjusted average CL-induced EE (D) of control and ΔSNS mice (*n* = 4–7 per group; mean ± SD for line graphs, mean ± SEM for bar graphs). Average TBW-adjusted CL-induced EE was calculated over the 30–50 min window. **(E)** Schematic illustrating the preparation of BAT cell suspensions. **(F)** Representative traces of oxygen concentration and oxygen consumption rate (OCR) of BAT cell suspensions sequentially treated with CL, oligomycin, and FCCP. **(G**–**H)** Basal OCR (G) and basal-normalized OCR (H) of BAT cell suspensions treated with indicated compounds (*n* = 7–8 per group; mean ± SEM). Values are averages from two runs per sample. **(I–K)** EE over time (I), TBW (J), and TBW-adjusted average CL-induced EE (K) of awake control and ΔSNS mice acclimated to metabolic cages, injected with saline, then stimulated with CL (*n* = 3–12 per group; mean ± SD for line graphs, mean ± SEM for bar graphs). Average TBW-adjusted CL-induced EE was calculated over the 40–180 min window.

To determine the intrinsic thermogenic capacity of BAT from ΔSNS and control mice reared at 30 °C, we performed high-resolution respirometry of BAT cell suspensions (Figure 6E). We obtained baseline readings followed by the sequential addition of CL, the ATP synthase inhibitor oligomycin, and the uncoupling agent carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) (Figure 6F). Each compound had its expected effect on the oxygen consumption rate (OCR): CL increased OCR above basal respiration; oligomycin reduced OCR, reflecting the loss of ATP-coupled respiration; and FCCP increased OCR, reflecting the uncoupling of the mitochondrial proton gradient from ATP production. We observed no significant OCR differences between the ΔSNS and control groups in any of the stages (Figure 6G,H). These results show that BAT from ΔSNS mice reared at 30 °C retains a normal capacity for CL-induced thermogenesis, and implies that the deficit in energy expenditure observed *in vivo* is caused by BAT-extrinsic physiological differences between ΔSNS and control mice.

The physiologic response to CL involves several organ systems. Although CL specifically targets the β_3_-adrenergic receptor on adipocytes, heart rate and respiratory rate increase upon CL administration [74]. The likely physiologic explanation is that CL-stimulated BAT consumes large amounts of oxygen, necessitating increased gas exchange and blood flow. Pentobarbital, like other anesthetics, is known to cause respiratory and circulatory depression [75,76]. We hypothesized that pentobarbital disproportionately affects ΔSNS mice, due to either decreased cardiopulmonary output at baseline, blunted upregulation of cardiopulmonary output in response to metabolic demand, or both. To test this hypothesis, we measured CL-induced energy expenditure in unanesthetized (awake) ΔSNS and control mice. To minimize confounding effects from behavioral factors, normally circumvented by the use of pentobarbital, mice were acclimated for ∼90 min and injected with saline before CL. Under these conditions, the CL-induced energy expenditure deficit of ΔSNS mice was largely attenuated, although the difference in male mice was still statistically significant (Figure 6I–K). These results suggest that the blunted response to CL observed in anesthetized ΔSNS mice (Figure 6B–D) is due to a confounding effect of the anesthesia rather than an intrinsic BAT defect. Together with the *ex vivo* respirometry (Figure 6F–H), these *in vivo* data support the conclusion that the functional thermogenic capacity of BAT develops independently of sympathetic innervation.

## 3 Discussion

BAT increases energy expenditure by dissipating energy as heat in response to cold-induced sympathetic activation. In this study, we found that the thermogenic identity and function of brown adipocytes develop independently of sympathetic signaling. BAT from genetically sympathectomized (ΔSNS) or adipocyte G_s_-deficient (AdipoΔGs) embryos had normal thermogenic gene expression, tissue size, and morphology relative to controls. Adolescent ΔSNS and AdipoΔGs mice exhibited normal BAT development when cold stress was eliminated. Sympathetic innervation was required for the physiologic response to CL in anesthetized mice but not for establishing the intrinsic thermogenic capacity of BAT. These findings are likely generalizable to other altricial species, such as rats, but not necessarily to immature or precocial species such as golden hamsters or guinea pigs.

It was initially surprising that anesthetized ΔSNS mice exhibited blunted energy expenditure in response to β-adrenergic stimulation. This method is considered the gold-standard assay for BAT thermogenic function [71,72]. However, the physiologic response to β-adrenergic stimulation is complex and involves multiple organ systems. Despite the absence of β_3_-adrenergic receptor expression in the heart and lungs, CL significantly increases heart rate and respiratory rate, likely due to increased oxygen demand in BAT [74,77]. Anesthetic agents, including pentobarbital, cause respiratory and circulatory depression in mice, just as they do in humans [75,76]. The neural pathways that mediate the response to hypoxia and hypercapnia involve post-ganglionic sympathetic neurons innervating the heart and lungs that are likely diminished in ΔSNS mice [60,77]. We speculate that the interaction of anesthesia and genetic sympathectomy results in an insufficient cardiopulmonary response to CL that could explain why anesthesia uncovers or accentuates a defect in CL-induced energy expenditure in ΔSNS mice.

In addition to its cardiopulmonary effects, CL also increases plasma insulin through an indirect effect on pancreatic β-cells [[78], [79], [80]]. Genetically sympathectomized mice (*Th*^*Cre*^*Ntrk1*^*flox/flox*^) similar to ΔSNS mice have disorganized pancreatic islets and impaired glucose-stimulated insulin secretion [40]. Although to our knowledge the functional role of insulin in CL-mediated thermogenesis has not been directly tested, it is possible that ΔSNS mice have a defect in this pathway that could be unmasked by anesthesia.

An important feature of this study was the use of two complementary genetic models. ΔSNS mice lack sympathetic innervation in BAT and likely many other organs [60]. Adipocytes in ΔSNS mice retain intact downstream signaling, allowing for the assessment of thermogenic function using β-adrenergic agonists. Similarly, circulating NE or epinephrine could compensate for the loss of direct sympathetic input to BAT in ΔSNS mice. In contrast, the AdipoΔGs model is cell type-specific and blocks downstream β-adrenergic signaling within adipocytes, eliminating the possibility of compensation by circulating catecholamines. However, the lack of β-adrenergic signaling in AdipoΔGs adipocytes precludes the analysis of NE–or CL-stimulated thermogenic function. While the AdipoΔGs model only blocks β-adrenergic signaling, the ΔSNS model also disrupts α-adrenergic signaling. In brown adipocytes, the contribution of α-adrenergic signaling alone has been found to be minimal, although it can potentiate the effect of β-adrenergic signaling [3,[81], [82], [83]].

In addition to NE, sympathetic nerves in BAT can also co-release neuropeptide Y (NPY) and ATP [84,85]. Recently, NPY has been implicated in the maintenance of healthy BAT and cold tolerance [86,87], and ATP signaling has been implicated in stress-induced BAT activation [88]. These co-transmitters are lost due to the ablation of sympathetic nerves in ΔSNS mice. Thus, an additional conclusion of this study is that neither NPY nor ATP are necessary for BAT development.

Deletion of G_s_ blocks many signaling pathways in addition to the β-adrenergic pathway. The list of G protein-coupled receptors (GPCRs) primarily coupled to G_s_ includes several that have demonstrated roles in BAT, such as the adenosine receptors A2A and A2B [89,90], the bile acid receptor TGR5/GPBAR [91], and the constitutively active lipolysis-responsive GPR3 [92]. Other G_s_-coupled GPCRs include receptors for glucagon, glucagon-like peptide 1 (GLP-1), gastric inhibitory peptide (GIP), parathyroid hormone (PTH), and thyroid stimulating hormone (TSH) [93]. The ability of BAT from AdipoΔGs mice to develop normally indicates that no G_s_-coupled GPCRs are essential for BAT development in the absence of cold stress.

In summary, the findings presented herein demonstrate that the thermogenic identity and functional thermogenic ability of BAT are established and maintained through SNS-independent mechanisms in late embryogenesis and early postnatal development. These results highlight the potential of harnessing cell-autonomous pathways to stimulate BAT development or function. Future studies aimed at identifying the molecular drivers of this intrinsic thermogenic programming may yield new targets for the therapeutic activation of BAT to ameliorate metabolic disease.

## 4 Methods

### 4.1 Mice

All animal experiments were performed according to procedures approved by the University of Pennsylvania’s Institutional Animal Care and Use Committee (approval no. 805649). Mice were housed under the care of University of Pennsylvania University Laboratory Animal Resources. Mice were raised either at room temperature or in a 30 °C incubator with a 12-h light–dark cycle and fed a regular chow diet (LabDiet, 5010 or 5053). Timed-pregnant Swiss Webster mice (CFW, Charles River) were used for the E15.5-P25 time-course RNA-seq, RT-qPCR, and H&E staining. *Dbh*^*Cre*^ [54] and *Ntrk1*^*flox*^ [53] mice were obtained from Dr. Rejji Kuruvilla (Johns Hopkins University) on a C57BL/6 background and bred to generate *Dbh*^*Cre*^*Ntrk1*^*flox/flox*^ (ΔSNS) mice and littermate controls (*Dbh*^*Cre*^*Ntrk1*^*flox*/+^, *Ntrk1*^*flox/flox*^, *Ntrk1*^*flox*/+^). No differences were observed between control genotypes in any experiment. *Adipoq*^*Cre*^ [64] mice on a C57BL/6J background were obtained from The Jackson Laboratory (strain #028020). *Gnas*^*flox*^ [65] mice were obtained from Dr. Eileen Shore (University of Pennsylvania) on a C57BL/6 background and were bred with *Adipoq*^*Cre*^ mice to generate *Adipoq*^*Cre*^*Gnas*^*flox/flox*^ (AdipoΔGs) mice and littermate controls (*Gnas*^*flox/flox*^). For embryonic studies, timed matings were set up at night and plugs were checked in the morning (E0.5). Embryos were collected for analysis mid-day on the specified day. For experiments in which mice were born at 30 °C, pregnant dams were transferred to incubators prior to delivery. Experiments were conducted on both male and female mice unless otherwise specified.

### 4.2 Acute exposure to cold or room temperature

For acute room-temperature exposure, 2- or 10-day-old mouse pups were placed individually in air-exposed plastic dishes without lids for the specified duration prior to tissue collection. For acute cold exposure, 4-week-old mice were transferred to individual cages in an incubator maintained at 6 °C. Mice were fasted for the 7-hour duration of the experiment. Core body temperature was measured every 30 min with a colonic probe. Mice whose body temperatures dropped >10 °C relative to initial temperature were immediately euthanized.

### 4.3 Indirect calorimetry

Indirect calorimetry was performed using a Promethion CORE system (Sable Systems) maintained by the University of Pennsylvania Rodent Metabolic Phenotyping Core (RRID:SCR_022427). Mice were placed in individual metabolic cages in a temperature-controlled cabinet (Sable Systems) set to 33 °C. In experiments involving anesthesia, mice were injected intraperitoneally with 75 mg/kg pentobarbital, followed by interscapular subcutaneous injection with 1 mg/kg CL-316,243 (Sigma #C5976) at the specified timepoints. In experiments without anesthesia, mice were allowed to acclimate to the metabolic cages for 90 min prior to injection with saline, followed by injection with 1 mg/kg CL-316,243. Metabolic parameters were calculated automatically using manufacturer-provided software (Promethion Live v23.0.10). Data were aligned to set the time of first injection to 0 and interpolated to estimate metabolic parameters at 3-minute intervals.

### 4.4 Preparation of BAT cell suspension

Mice were euthanized by cervical dislocation. BAT was immediately dissected and kept in warm DMEM/F12 (Gibco #11330032) prior to digestion. The two BAT pads from each mouse were placed in a gentleMACS C tube (Miltenyi Biotech pre-coated with 1 mL DMEM/F12 + 2% bovine serum albumin (BSA). Tissues were minced with scissors until no pieces larger than 2–3 mm in diameter remained. Tissues were digested/dissociated in 3 mL digestion medium (DMEM/F12, 2% BSA, 2 mg/mL Collagenase Type 1 (Worthington Biochemical), 1 mg/mL soybean trypsin inhibitor (Gibco #17075029), 10 mM glucose) using a gentleMACS Octo Dissociator (Miltenyi Biotec) on program “37C_mr_ATDK-1”. The resulting mixture was then poured over a 200 μm filter into a 25 mL conical tube to remove debris. BAT cell suspensions were used immediately for high-resolution respirometry.

### 4.5 High-resolution respirometry

High-resolution respirometry was carried out using an Oroboros O2k (Oroboros Instruments). 1 mL of BAT cell suspension was added to 1 mL DMEM/F12 in each chamber. Chamber stir bars spun continuously at 500 rpm. For each run, cells were successively treated with CL-316,243 (1.25 μM), oligomycin (1 μM), and FCCP (10 μM). The oxygen consumption rate (OCR) was allowed to stabilize prior to the addition of each compound via Hamilton syringe. In optimization experiments, additional injections of each compound did not further affect OCR, and addition of 1 μM norepinephrine after CL-3162,43 did not further increase OCR. Each sample was analyzed in two separate runs. For each run, one control and one experimental sample were analyzed side-by-side, one in each of the instrument’s two chambers. The chambers assigned to the control and experimental samples were swapped for the second run. After all the data were collected, steady-state OCR values were calculated for each stage and normalized to the basal state. Technical replicates for each sample were averaged.

### 4.6 RT-qPCR

Tissues were lysed in TRIzol (Invitrogen #15596018) using a TissueLyser II (QIAGEN) for 4 min at 24 Hz in pre-chilled tube adapters. Total RNA was isolated according to the provided TRIzol protocol, and RNA concentration was quantified using a NanoDrop spectrophotometer. mRNA was reverse-transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems #4368814). Real-time PCR was performed on a QuantStudio 5 Real-Time PCR system (Applied Biosystems) using PowerUp SYBR Green Master Mix for qPCR (Applied Biosystems #A25742). Fold changes were calculated using the ΔΔCT method, with TATA-binding protein (*Tbp*) mRNA serving as a normalization control.

### 4.7 Oligonucleotides used in this study

.

**Table:** 

qPCR primer	Sequence (5′-3′)
*Adipoq* F	GCACTGGCAAGTTCTACTGCAA
*Adipoq* R	GTAGGTGAAGAGAACGGCCTTGT
*Adrb3* F	CAGCCAGCCCTGTTGAAG
*Adrb3* R	CCTTCATAGCCATCAAACCTG
*Cebpa* F	TGCGCAAGAGCCGAGATAA
*Cebpa* R	CGGTCATTGTCACTGGTCAACT
*Cebpb* F	ACGACTTCCTCTCCGACCTCT
*Cebpb* R	CGAGGCTCACGTAACCGTAGT
*Cidea* F	CCTTAAGGGACAACACGCATT
*Cidea* R	GCCTGTATAGGTCGAAGGTGA
*Dio2* F	CAGTGTGGTGCACGTCTCCAATC
*Dio2* R	TGAACCAAAGTTGACCACCAG
*Ebf2* F	GCTGCGGGAACCGGAACGAGA
*Ebf2* R	ACACGACCTGGAACCGCCTCA
*Elovl3* F	TCCGCGTTCTCATGTAGGTCT
*Elovl3* R	GGACCTGATGCAACCCTATGA
*Fabp4* F	ACACCGAGATTTCCTTCAAACTG
*Fabp4* R	CCATCTAGGGTTATGATGCTCTTCA
*Gnas* F	AACAGTAAGACCGAGGACCAG
*Gnas* R	CTTCACAATGGTGCTTTTGCC
*Lep* F	CAGACAGAGCTGAGCACGAAA
*Lep* R	CTGCACCCTATGTCACCATCA
*Ppara* F	GCGTACGGCAATGGCTTTAT
*Ppara* R	GAACGGCTTCCTCAGGTTCTT
*Pparg* F	AGGGAGTTCCTCAAAAGCCTG
*Pparg* R	AGGTTGTCTTGGATGTCCTCG
*Ppargc1a* F	CCCTGCCATTGTTAAGACC
*Ppargc1a* R	TGCTGCTGTTCCTGTTTTC
*Prdm16* F	CAGCACGGTGAAGCCATTC
*Prdm16* R	GCGTGCATCCGCTTGTG
*Ucp1* F	CAGAAGGATTGCCGAAACTGT
*Ucp1* R	ATCTTGTTTCCGAGAGAGGCA
*Zfp423* F	AGTGCCCCGTCTGCTTCACAG
*Zfp423* R	CTGCGGAGAGGTGTCCTGTCG

### 4.8 RNA sequencing

Tissues were lysed as for RT-qPCR. Total RNA of BAT from E15.5-E18.5 embryos and P0.5 neonates was isolated using TRIzol and purified using PureLink RNA Mini columns (Invitrogen #12183025). RNA sequencing was performed by Azenta (Indianapolis, IN, USA) as follows: RNA samples were quantified using Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). ERCC RNA Spike-In Mix 1 (Cat: #4456740) from ThermoFisher Scientific was added to normalized RNA samples before initiating library preparation following the manufacturer’s protocol. RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina and the NEBNext Poly(A) mRNA Magnetic Isolation Module following the manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. First-strand and second-strand cDNA were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3′ ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on a flowcell. After clustering, the flowcell was loaded on the Illumina NovaSeq 6000 instrument according to the manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired-End (PE) configuration, targeting approximately 25 M reads/sample. The control software conducted image analysis and base calling. Raw sequence data (.bcl files) generated by the sequencer were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification.

### 4.9 Bioinformatics analysis

#### 4.9.1 snRNA-seq analysis

snRNA-seq count data from an atlas of murine embryonic development were downloaded [45]. Data from cells in the adipocyte lineage (annotated as “Adipocyte progenitor cells”, “Adipocyte cells (Cyp2e1+)”, and “Brown adipocyte cells”) from E15.0-P0 embryos were extracted for further analysis using Seurat v4 [94]. After log-normalization, cells were scored for S-phase and G2M-phase gene expression (S.Score, G2M.Score) using the CellCycleScoring function. Data for the 2500 most variable genes were scaled using ScaleData, using S.Score and G2M.Score as covariates. Dimensionality reduction was performed using principal component analysis with the top 30 principal components. Cell–cell similarity graphs were constructed using FindNeighbors, and clustering was performed with FindClusters at a resolution of 0.5. Nuclei with >0.3% reads mapping to mitochondrial genes or belonging to clusters defined by expression of white adipocyte marker genes (*Lep*, *Retn*) were excluded, and the above processing steps were repeated to produce the final refined dataset of 52,100 nuclei from E15.0-E18.75. Count data from each embryonic stage were aggregated using AggregateExpression to produce a pseudobulk snRNA-seq dataset.

#### 4.9.2 RNA-seq analysis

Reads were pseudoaligned to the mouse genome (GRCm39), and transcript abundances were quantified using kallisto v0.46.2 with default parameters [95]. RNA abundances were converted to counts using tximport with the “lengthScaledTPM” option [96].

#### 4.9.3 RNA-seq & pseudobulk snRNA-seq integrative analysis

RNA-seq and pseudobulk snRNA-seq count data were normalized using the trimmed mean of M values (TMM) method [97] as implemented in edgeR [98]. Gene set enrichment analysis (GSEA) and single-sample GSEA (ssGSEA) were performed on log-transformed expression values using the clusterProfiler and GSVA R packages [[46], [47], [48],^99^]. Gene sets were downloaded from the Molecular Signatures Database (MSigDB) [49,50,100]. Heatmaps were generated using the ComplexHeatmap R package [101].

### 4.10 Histology

Tissues were fixed in 4% paraformaldehyde overnight, washed in PBS, dehydrated in ethanol, paraffin-embedded and sectioned. Slides were stained with hematoxylin and eosin (H&E) and imaged on a KEYENCE BZ-X700 microscope using the 10X or 20X objective.

### 4.11 Whole-mount immunostaining and tissue clearing

Tissues were processed using the Adipo-Clear protocol [51,52] with minor modifications. Briefly, tissues were fixed in 4% paraformaldehyde overnight, washed in PBS, dehydrated in a gradient of methanol in B1n buffer (0.3 M glycine, 0.1% v/v Triton X-100, 0.1% w/v sodium azide, pH 7), delipidated in dichloromethane, bleached in 5% H_2_O_2_/methanol overnight, rehydrated in a gradient of methanol in B1n buffer, and washed in PTxwH buffer (1x PBS, 0.1% v/v Triton X-100, 0.05% v/v Tween 20, 2 μg/mL heparin, 0.01% w/v sodium azide). Tissues were then incubated for 3 days at room temperature with the following primary antibodies: rabbit anti-TH (1:200; Millipore #AB152) and goat anti-CD31 (2 μg/mL, R&D Systems #AF3628). After extensive washes with PTxwH buffer, tissues were incubated for 3 days at room temperature with the following secondary antibodies: Alexa Fluor 647-conjugated donkey anti-rabbit IgG (1:200; Invitrogen #A-31573) and Alexa Fluor 568-conjugated donkey anti-goat IgG (1:200; Invitrogen #A-11057). Tissues were again extensively washed with PTxwH buffer. Tissues were then embedded in 2% low melting temperature SeaPlaque agarose (Lonza #50101), dehydrated in a gradient of methanol in water, incubated in dichloromethane, and cleared in dibenzyl ether. Samples were mounted on slides in dibenzyl ether using 9 mm FastWells incubation chambers (Electron Microscopy Sciences #70325-50) and imaged on a Leica Mica confocal microscope.

### 4.12 Immunoblotting

BAT was homogenized in RIPA buffer (150 mM NaCl, 1% NP-40, 0.1% sodium deoxycholate, 0.1% SDS, 100 μm Tris–HCl, pH 7.4) supplemented with cOmplete Protease Inhibitor Cocktail tablets (Roche #11836170001), Halt Phosphatase Inhibitor (Thermo Scientific #78420), and 1 mM PMSF (Sigma #93482) using a TissueLyser II (QIAGEN) for 2 min at 22 Hz in pre-chilled tube adapters. Lysates were then centrifugated at 21,130×*g* for 15 min at 8 °C to allow free lipid to float. Resuspended precipitates and the non-lipid fraction of the supernatants were transferred to new tubes and sonicated using a Bioruptor Sonicator (Diagenode UCD-200) at high amplitude for 2 min (30 s on/30 s off). Lysates were centrifugated at 21,130×*g* for 10 min at 4 °C, and supernatants were transferred to a new tube. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Scientific #23225). Samples were diluted in 4X NuPAGE LDS Sample Buffer (Thermo Scientific #NP0007) with 10% β-mercaptoethanol (final concentration 2.5%) and adjusted with 1X sample buffer in RIPA buffer to equalize protein concentrations. Proteins were denatured at 95 °C for 5 min, except for samples used for OxPhos immunoblotting. Samples were separated on NuPAGE Novex 4–12% Bis-Tris gels (Invitrogen #NP0335BOX) and transferred to PVDF membranes (Invitrogen #IB24002) using an iBlot 2 Gel Transfer Device (Thermo Fisher Scientific #IB21001). Membranes were blocked in 50% Odyssey Blocking Buffer (LI-COR # 927–50000) in TBST (TBS, 0.1% Tween 20), incubated overnight with primary antibody at 4 °C, washed with TBST, incubated for 1 h in secondary antibody at room temperature, washed again with TBST, and imaged using a LI-COR Odyssey Imager. Primary antibodies used were anti-UCP1 (1:1000; R&D Systems #MAB6158), anti-HSP90 (1:1000; Cell Signaling Technology #4874), and total OXPHOS rodent antibody cocktail (1:1000; Abcam #ab110413).

### 4.13 Statistical analysis

For comparisons between two groups, Welch’s t-tests were performed. For comparisons between more than two groups, one-way ANOVAs with pairwise comparisons corrected with Holm’s method [102] were performed. For indirect calorimetry experiments, energy expenditure was analyzed by analysis of covariance (ANCOVA) with genotype and sex as factors and total body weight as a covariate. Post hoc pairwise comparisons between genotypes were performed separately within each sex. All statistical analyses were performed using the R programming language. For visualization, *p*-values are represented as follows: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

## CRediT authorship contribution statement

**Ethan C. Fein:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Sarmistha Mukherjee:** Methodology. **Joseph A. Baur:** Resources, Funding acquisition. **Patrick Seale:** Writing – review & editing, Writing – original draft, Supervision, Resources, Funding acquisition, Conceptualization.

## Funding

This work was supported by 10.13039/100000002NIH grants R01 DK121801 and R01 DK120982 to P.S.; and 10.13039/100000002NIH grant F30DK138742 to E.C.F.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Patrick Seale reports financial support was provided by 10.13039/100000002National Institute of Diabetes and Digestive and Kidney Diseases. Ethan C. Fein reports financial support was provided by 10.13039/100000016National Institutes of Health. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: The innate thermogenic capacity of brown adipose tissue develops independently of sympathetic signaling
**Source:** Mol Metab. 2025 Dec 9;103:102299. doi: 10.1016/j.molmet.2025.102299
**Supplement:** Multimedia component 1

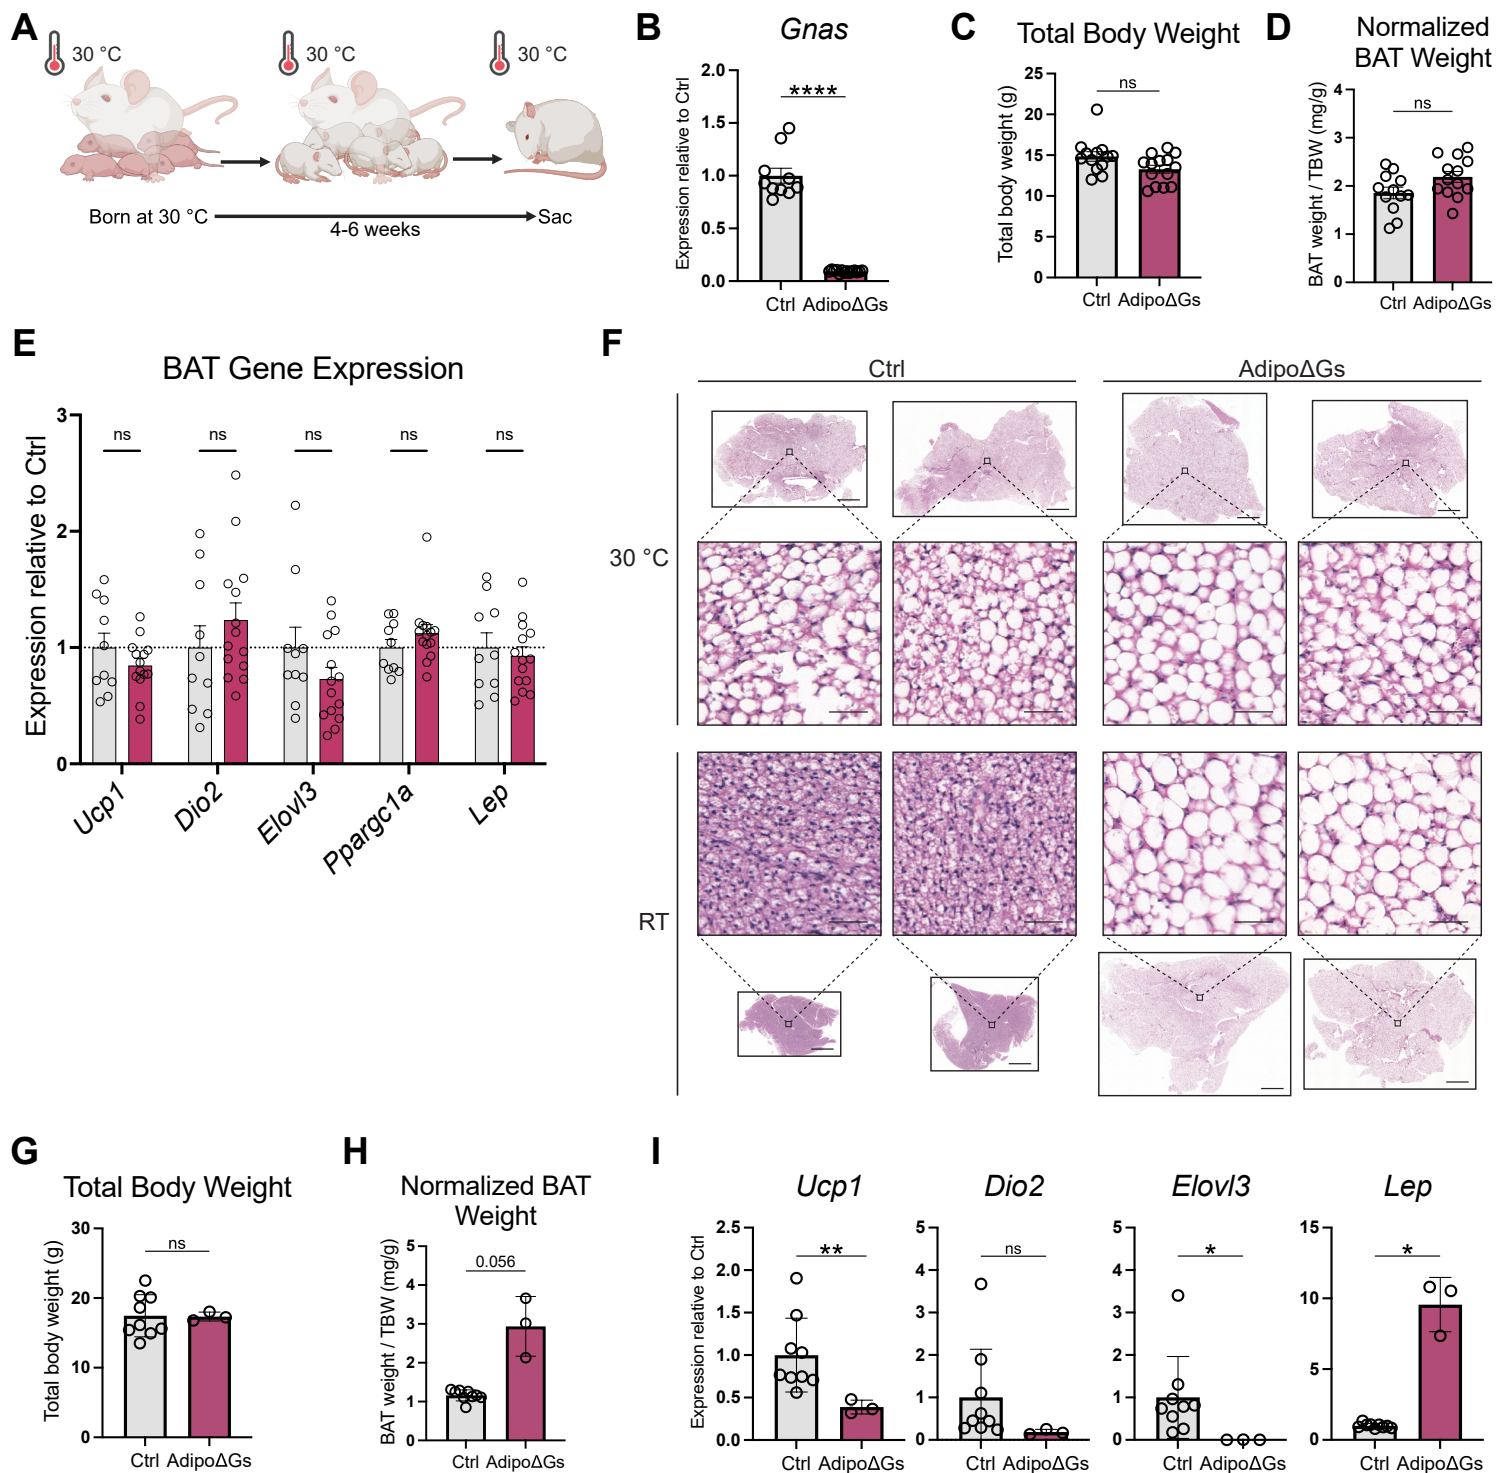

Figure S1: Postnatal BAT development at 30°C is independent of GS-coupled signaling.

(A) Pups were born and reared at 30°C before sacrifice at 4-6 weeks. (B-E) RT-qPCR confirmation of BAT *Gnas* knockout (B), total body weight (TBW) (C), TBW-normalized BAT weight (D), and BAT mRNA expression levels (E) of 4-6-week-old control and *AdipoΔGs* mice reared at 30°C (n = 10-14 per group; mean ± SEM). (F) H&E staining of BAT from 4-6-week-old control and *AdipoΔGs* mice reared at room temperature (RT) or 30°C. Scale bars: 1000 µm (tissue), 50 µm (inset). (G-I) TBW (G), TBW-normalized BAT weight (H), and BAT mRNA expression levels (I) of 4-5-week-old control and *AdipoΔGs* mice reared at RT (n = 3-9 per group; mean ± SEM).

How the deposited data were processed for this re-analysis (not part of the article)

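BAT from wild-type Swiss Webster mice was measured by bulk RNA-seq at E15.5, E16.5, E17.5, E18.5 and P0.5, with 3 libraries per stage and 2 at E17.5. The authors pseudoaligned the reads to mouse transcripts of GRCm39 with kallisto 0.46.2 and default parameters and summed them to genes with tximport (lengthScaledTPM). The deposited values are estimated counts per gene symbol, scaled for transcript length and not normalized between libraries. Gene symbols were used as the table gives them. The annotation release is not given in the sources used here. The table holds 35823 gene symbols, of which 9566 had 0 counts in every library after rounding. Reads that kallisto splits between near-identical copies make paralogs and pseudogenes uncertain, and haemoglobin genes are among these. Coordinates are those of GRCm39.

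Estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 17506. Libraries were scaled by TMM, and edgeR's quasi-likelihood test was run on a single fit of the 14 libraries with the stage as the only factor, so all stages share their estimate of the spread. The comparisons were E18.5 with E15.5, each embryonic step, and P0.5 with E18.5. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The common biological coefficient of variation was 19.9%. CPM are after TMM scaling, with mean and SD over libraries.

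Gene lists (41, of pathways, receptors and cell type markers) were fixed before the deposited counts were examined, as were the comparisons and the alternatives. The colours of Fig. 1H had been seen by then, and the lists hold some of its genes. Each list was compared with all other genes by limma's camera test on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and again with the correlation estimated from the data. Camera p-values were adjusted over the lists of a comparison. Reactome pathways, taken from a set of mouse pathways that comes with an R package and keyed by Entrez gene, covered 16675 (95.3%) of the tested genes. ssGSEA scores and mean z-scores were computed per library.

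The genes named in the text follow a rule set beforehand. It takes every gene of section 2.1 and Fig. 1H, and the 10 largest changes each way from E15.5 to E18.5 and from E18.5 to P0.5 among called genes with at least 20 CPM in a stage and no overlap between libraries. It also takes the 3 largest each way in each embryonic step, and in each list the 4 members with the smallest p and those of at least 1000 CPM. Last, it takes the receptors of the discussion and genes that later sections measure or delete. The colours of Fig. 1H and the values of Fig. 1B had been seen when the rule was written. Members of a list that moved against its name, and further members given as examples, were chosen after their values were seen.

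The depth per library was 20287097 to 26030312 estimated counts (median 22966976.5). The rounded estimated counts of libraries of a stage differed by more than sampling noise (chi-square per degree of freedom 9.28 to 49.5). This speaks against the same library sequenced again, and does not exclude separate libraries from the same tissue. The test was checked on simulated counts, drawn from a single mean per gene over all stages, the fitted trend of the spread and the library sizes. In these, 200 genes were changed by known folds, and 25 others, used as a list, were raised 1.5-fold. Changed genes that the filter removed count as not recovered. For E18.5 against E15.5, over 16959 genes, 23.9% of genes changed 1.5-fold were recovered, 61.2% of those changed 2-fold and 71.2% of those changed 4-fold, and 4.39% of the calls were false. The false share was 6.87% for E16.5 against E15.5, 3.74% for E17.5 against E16.5, 8.04% for E18.5 against E17.5 and 3.1% for P0.5 against E18.5. The real comparisons called more genes than the simulated ones, which makes the adjustment less strict. These shares therefore do not carry over to the real comparisons.

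The alternatives tried were RLE factors, library size only, TMM without haemoglobin and mitochondrially encoded genes, no filter and a stricter filter on low counts, DESeq2, limma-voom, only the libraries of the stages compared, a test against a 2-fold change (glmTreat), the replicate number as a block, each library left out in turn, fry (a test of a list against no change, where camera tests it against other genes), and lists without shared genes. A comparison from E16.5 was added after seeing the data. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, gseapy 1.3.1 and pandas 2.3.3. The snRNA-seq nuclei, the RT-qPCR values and the mutant mice were not analysed here. Some genes that the rule or the lists take are not reported here.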

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

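The tests of other tissue in the E15.5 libraries, of the amount of muscle, of changes inside the muscle and of skin were chosen after the values were seen, and the test of scaling and the counts over other splits of the libraries were set beforehand.

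Transcripts of skin and cartilage, which the paper does not discuss, were present in the E15.5 libraries. *Krt5*, a keratin of the basal epidermis, averaged 369.7 CPM at E15.5, with 513, 38.1 and 558 CPM in replicates 1, 2 and 3, and 1.42 CPM at E16.5. *Col2a1*, the collagen of cartilage, averaged 59.1 CPM at E15.5, with 57.0, 112 and 8.20 CPM in these replicates, and 1.26 CPM at E16.5. Skin in larger amount in replicates 1 and 3 is a candidate explanation of the epidermal part. All 12 epidermis markers were higher in replicate 1 than in replicate 2, the smallest by a log2 ratio of 1.95 and with a median of 3.34. No biological explanation was tested for this pattern.

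The rise of the brown adipocyte genes after E15.5 was weighed against these tissues and against scaling. The thermogenic list kept a median log2 fold change of 2.73 with library size only and 3.28 without haemoglobin and mitochondrially encoded genes. The mitochondrial share itself, 2.89% of the counts at E15.5 and 12.7% at E18.5, is too small to shift other genes that far. The outcome of this check was thus fixed in advance, and no conclusion is drawn from it. Dilution of brown adipose RNA by other tissue at E15.5 stays open for the step from E15.5 to E16.5. From E16.5 to P0.5 the adipocyte list still had a median of 1.01 and the thermogenic list 1.07. The muscle markers had a median of -0.03 (SD 1.52) and an epidermis marker still reached 9.07 CPM, so the bounds set for excluding dilution were not met. This comparison holds no E15.5 library, so it could not have decided on dilution at that stage. For the same reason, dilution at E15.5 cannot account for these later rises (19 of 29 thermogenic genes higher and 2 lower). Other tissue in the E16.5 libraries is not excluded by it. Development between the stages may also account for the rise and was not tested separately.

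Skeletal muscle markers had a median log2 fold change of -2.80 from E17.5 to E18.5 and 2.23 from E18.5 to P0.5, and the paper does not discuss these markers. Different amounts of muscle in the dissected tissue may account for part of this, since 19 abundant muscle markers rose and fell together between libraries of a stage (median correlation of pairs 0.95, where 95% of 1000 random sets of genes stayed under 0.164). A change in amount alone was tested by the log2 ratio of *Myh8* to *Myh3*, the perinatal and embryonic myosin heavy chains. Within libraries it changed by 1.49 (SE 0.30) from E17.5 to E18.5 and by 1.26 (SE 0.27) from E18.5 to P0.5. The ratio rose in both steps, while the markers fell and then rose, so it does not decide what moved the markers as a set. This is the last of 3 versions of the test. With the errors of the genes taken as independent the differences were 1.63 (SE 0.85) and 1.04 (SE 0.78), within 2 standard errors. Of the 19 markers only *Myh3* and *Des* (named after their values were seen) left the mean of the 19 by over 1 and 2 standard errors from E17.5 to E18.5, and none from E18.5 to P0.5. Maturation of muscle stays open.

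With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Every other split puts libraries of both stages in each group. The change between stages then counts as spread, so low counts of genes in those splits are built in. For genes changed from E15.5 to E18.5 the real split gave 11547 and the highest other 1, and 1 split, the real one, gave as many. From E15.5 to E16.5 the values were 8477 and 0, and from E18.5 to P0.5 1454 and 40. For gene lists called from E15.5 to E18.5, 2 splits gave at least the real 28, with 29 in the highest other.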

How the results depend on the processing

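The comparison from E16.5 was chosen after seeing the data, and all other alternatives were set before. Of the 55 tested genes that the paper names, 55 kept direction and side of the threshold with RLE factors and with DESeq2, 53 with limma-voom, 54 with the replicate block and 47 with library size only. Scaling by library size only moves the median log2 fold change of all genes from -0.03 to -0.58 for E18.5 against E15.5, and *Prdm16* (-0.303), *Klf11* (-0.498) and *Elovl6* (-0.008) changed sign there. The cause of the other shifts was not tested. ERCC spike-ins were not used for scaling, since no gene symbol in the table names one. In the simulation 23.9% of 1.5-fold changes from E15.5 to E18.5 were recovered. It made 114 calls against 11547 in the real comparison, so this share does not carry over to it. E17.5 rests on 2 libraries.

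For E18.5 against E15.5 (5618 genes higher and 5929 lower), library size only gave 3282 and 9075, a share of higher calls of 26.6% against 48.7%, glmTreat 2342 and 2844, and E18.5 against E16.5 3346 and 3611. For E16.5 against E15.5 (4498 and 3979), glmTreat gave 1153 and 945 and library size only 3046 and 6219 (32.9% higher against 53.1%). For E17.5 against E16.5 (361 and 175), library size only gave 216 and 421 (33.9% higher against 67.4%), DESeq2 692 and 518 (57.2%), the libraries of these stages alone 818 and 657 (55.5%), and glmTreat 1 and 0 (110 and 67 at an unadjusted p under 0.05 in edgeR). For E18.5 against E17.5 (1750 and 2179), library size only gave 926 and 3864 (19.3% higher against 44.5%) and glmTreat 58 and 292. For P0.5 against E18.5 (731 and 723), DESeq2 gave 1127 and 1219, the libraries of these stages alone 83 and 45 (64.8% higher), and glmTreat 1 and 1.

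The replicate numbers do not pair the libraries. Deviations from stage means had a median correlation of -0.007 over 26 pairs with the same number, and 4 of 14 libraries correlated best with their own number. With the replicate block, the E17.5 against E16.5 comparison had 301 genes higher and 102 lower.

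Lists called higher and lower were 15 and 13 for E18.5 against E15.5, 14 and 13 for E16.5 against E15.5, 14 and 5 for E17.5 against E16.5, 13 and 9 for E18.5 against E17.5, and 17 and 7 for P0.5 against E18.5. With an estimated correlation they were 3 and 0, 4 and 0, 0 and 0, 0 and 0, and 0 and 0. At an unadjusted camera p under 0.05 the lists with an estimated correlation were 11 and 3, 11 and 2, 10 and 3, 10 and 3, and 3 and 1. Fry, which tests against no change and not against other genes, called 23 higher and 15 lower for E18.5 against E15.5, and 8 higher and 1 lower for P0.5 against E18.5. For E18.5 against E16.5, 8 lists were lower.

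Leaving out 1 library at a time gave 31 to 157 genes higher and 2 to 61 lower for E17.5 against E16.5, with 31 and 2 without E17.5 replicate 1, 58 and 11 without E17.5 replicate 2, 104 and 37 without E16.5 replicate 1, 137 and 37 without replicate 2, and 157 and 61 without replicate 3. For E18.5 against E17.5 the ranges were 910 to 1527 and 1348 to 1888, with 970 and 1412 without E17.5 replicate 1 and 910 and 1348 without replicate 2. For P0.5 against E18.5 they were 377 to 766 and 303 to 628, with 377 and 306 without E18.5 replicate 1, 426 and 303 without E18.5 replicate 3, 474 and 382 without P0.5 replicate 3, and 439 lower without P0.5 replicate 1. Lists higher there were 8 to 17, with 8 without P0.5 replicate 2 and 11 without E18.5 replicate 2 or 3. The *Ucp1* fold from E15.5 to E18.5 was 577.23 to 2544, the latter without E15.5 replicate 3.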

Differences from the paper's values

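The paper measured these folds by RT-qPCR (Fig. 1B) and the values here are ratios of mean CPM from RNA-seq, E18.5 over E15.5. The paper's text does not say whether the same RNA was used. All alternatives named here were set before the data were examined.

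For *Ucp1* the paper states a fold of 10000, and the RNA-seq fold is 788 (SD 388, from the E18.5 libraries alone), with 147.4 to 4044.7 over pairs of single libraries of the stages. It stays different under every alternative, which range from 543 with library size only to 2544 without E15.5 replicate 3. *Ucp1* at E15.5 is close to the lower end of the counts, at 0.864, 0.665 and 5.87 CPM in replicates 1, 2 and 3. For *Cidea* the paper's fold is about 1100 in Fig. 1B, read by eye, against 369 (SD 39.6) here, and it differs under every alternative, with 253 for library size only. For *Elovl3* the paper's fold is about 20 in Fig. 1B, read by eye, against 9.91 (SD 7.05, from the E18.5 libraries alone) here. By that SD it differs under every alternative, which range from 5.98 without E18.5 replicate 1 to 12.8 without E18.5 replicate 2. Over pairs of single libraries the fold was 3.48 to 19.9, so this difference is not firm.

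*Pparg* (5.53 here) and *Fabp4* (29.8 here) were within the spread or within 1.5 times of the values read by eye in Fig. 1B. *Fabp4* differs only with library size only, where the fold is 20.4.

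Fig. 1I places glycolysis and mTORC1 signaling among the pathways that fall, and TNFα signaling via NFκB among those that rise, over hallmark sets ranked on pooled nuclei of brown adipocytes over windows of age. Both the gene lists and the samples differ here, which are libraries of whole BAT at E15.5 and E18.5. The mTORC1, sterol and amino acid list was lower at E18.5 than at E15.5 (adjusted p = 0.0425 from limma's camera test; adjusted p = 0.394 with an estimated correlation). That call was also lost with library size only (0.0973), with the replicate block (0.0509), without E15.5 replicate 3 (0.069) and without E18.5 replicate 2 (0.0569). The glycolysis list was higher at E18.5 than at E15.5, with a median log2 fold change of 1.10 (adjusted p = 0.00128 from limma's camera test; adjusted p = 0.346 with an estimated correlation). The immediate early and NFκB list was not called (median 0.15, adjusted p = 0.545 from the same limma test), and limma's fry, which tests a list against no change and not against other genes, called it higher (adjusted p = 0.00979). The lists of oxidative phosphorylation, fatty acid oxidation, mitosis, DNA replication and extracellular matrix went the way of Fig. 1I.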

Other observations

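Between the last embryonic stage and the first day of life several groups of genes changed. From E18.5 to P0.5, 731 genes rose and 723 fell in edgeR. The counts were 377 and 306 without E18.5 replicate 1, 426 and 303 without E18.5 replicate 3 and 474 and 382 without P0.5 replicate 3, with 439 lower without P0.5 replicate 1, and 83 and 45 from the libraries of these stages alone. Of the 17506 tested, 4295 (24.5%) had no overlap between the libraries of these stages, where chance gives 10%. Immediate early and NFκB response genes were higher as a list, with 9 of 28 higher (18 higher and 1 lower when adjusted over the list alone; median log2 fold change 0.71, adjusted p = 1.59e-07 from limma's camera test; adjusted p = 0.168 with an estimated correlation). They include *Fos* (2.37, adjusted p = 0.00735 from edgeR) and *Klf11* (2.15, adjusted p = 1.96e-05 from edgeR), which went from 14.3 to 63.4 CPM. *Irf4*, a transcription factor of thermogenic genes, rose by 2.55 (adjusted p = 0.00261 from edgeR). *Scd1*, the stearoyl-CoA desaturase, rose by 1.81 (adjusted p = 0.00193 from edgeR), *Pdk4*, which holds pyruvate out of the citric acid cycle, by 1.98 to 1118 CPM (adjusted p = 0.00151 from edgeR), and *Pck1*, an enzyme of glycerol synthesis in fat cells, by 1.53 to 2640 CPM (adjusted p = 0.00453 from edgeR). The fatty acid oxidation list (median -0.08, adjusted p = 0.08) and the lipolysis list (median -0.07, adjusted p = 0.201) were not called by limma's camera test. Called lower by that test were nuclear genes of oxidative phosphorylation (5 of 44 lower, median -0.13, adjusted p = 0.000131; adjusted p = 0.542 with an estimated correlation), mitochondrial translation and import (5 of 25 lower, 6 when adjusted over the list alone, median -0.19, adjusted p = 0.000131; adjusted p = 0.453 with an estimated correlation) and the tricarboxylic acid cycle (1 of 23 higher and 1 lower, 1 and 4 when adjusted over the list alone, median -0.14, adjusted p = 0.0104; adjusted p = 0.557 with an estimated correlation, 0.107 without E18.5 replicate 3 and 0.212 without P0.5 replicate 1). The mitochondrially encoded genes of oxidative phosphorylation were called higher (1 of 13 higher, median 0.17, adjusted p = 0.00887 from limma's camera test; adjusted p = 0.531 with an estimated correlation, 0.0973 without E18.5 replicate 2 and 0.0541 without P0.5 replicate 2). Of 22 fatty acid synthesis genes, 6 rose (9 when adjusted over the list alone; adjusted p = 0.000222 from limma's camera test; adjusted p = 0.463 with an estimated correlation). Glucocorticoid response genes, of which 17 of 18 had risen between E15.5 and E18.5 (median 1.87, adjusted p = 2.57e-05 from limma's camera test; adjusted p = 0.133 with an estimated correlation), had 4 more rises after birth (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.00537 from the same limma test; adjusted p = 0.444 with an estimated correlation and 0.0511 without E18.5 replicate 3). Of 15 erythroid genes, 8 fell, such as *Alas2* of haem synthesis, which fell by 1.93 on the log2 scale (adjusted p = 0.000131 from limma's camera test; adjusted p = 0.453 with an estimated correlation). Mitosis genes fell further, 28 of 32 (30 when adjusted over the list alone, median -0.95). The adjusted p was 1.24e-20 from limma's camera test (0.222 with an estimated correlation). That test also called lower E2F and DNA repair (adjusted p = 0.00888, and 0.444 with an estimated correlation) and ribosome biogenesis and MYC targets (0.0102 and 0.545). It called higher extracellular matrix (0.000465 and 0.463) and the mTORC1, sterol and amino acid response (0.00887 and 0.453). Both of these had been lower at E18.5 than at E15.5. When 1 library was left out, the counts at this step were 18 to 29 lower for mitosis, 7 to 21 higher for muscle markers, 1 to 6 lower for erythroid genes, 3 to 9 higher for fatty acid synthesis, 3 to 8 higher for creatine and calcium cycling, 1 to 5 higher for glucocorticoid response, 5 to 10 higher for immediate early and NFκB response, 2 to 6 lower for mitochondrial translation and import and at most 4 lower for nuclear oxidative phosphorylation and for the tricarboxylic acid cycle. Muscle markers rose at the same step, 19 of 25 (25 when adjusted over the list alone), and 8 of 19 creatine and calcium cycling genes, such as *Ckm* and *Ryr1* of muscle, rose with them (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.000846 from limma's camera test; adjusted p = 0.444 with an estimated correlation).

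Markers of several other cell types changed between E15.5 and E18.5, when epidermis (median log2 fold change -6.12), cartilage and bone (-4.24) and skeletal muscle markers (-3.02) fell too. Of 17 endothelial markers, 16 rose (median 1.41, adjusted p = 6.99e-07 from limma's camera test; adjusted p = 0.143 with an estimated correlation), with *Kdr*, the VEGF receptor, at 1.67 and *Vegfa*, its ligand, at 2.86. Of 21 preadipocyte and fibroblast markers, 17 fell, 1 rose and 3 did not pass the test (median -1.56, adjusted p = 0.000117; adjusted p = 0.209 with an estimated correlation, both from limma's camera test). Of 19 imprinted growth genes, 16 fell, 1 rose and 2 did not pass the test (median -1.56, adjusted p = 1.68e-05 from limma's camera test; adjusted p = 0.2 with an estimated correlation). *Igf2* went from 3894 ± 395 to 1135 ± 49.8 CPM (SD, n = 3 each) and *Dlk1* from 2044 ± 193 to 694 ± 47.5 CPM (SD, n = 3 each), while *Gnas* rose. Of 20 Gs-coupled receptors, 9 rose, 7 fell and 4 did not pass the test (adjusted p = 0.189 from limma's camera test). Among the receptors that the discussion of the paper names, *Tshr*, the thyrotropin receptor, rose by 3.52 to 19.7 CPM and by a further 0.80 at P0.5 (a call lost without E18.5 replicate 2, adjusted p = 0.0563 from edgeR, or replicate 3, 0.0596), *Gipr* by 2.21 and *Adora2a* by 1.87, *Adora2b* (-3.07) and *Pth1r* (-0.66) fell, and *Gcgr* had -0.01 (adjusted p = 0.986 from edgeR). *Gpbar1*, *Gpr3* and *Glp1r* were below the filter on low counts. Of 18 α-adrenergic, NPY and ATP receptors, 6 rose, 4 fell and 8 did not pass the test (median -0.05, mean 0.09, adjusted p = 0.47 from limma's camera test, which goes up). *Adra1a*, the α1A-adrenergic receptor, rose by 3.32 to 35.3 CPM.

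Transcripts of nerves were low. Of 14 sympathetic neuron markers, 10 fell, 2 rose (*Phox2a*, whose call was lost without E15.5 replicate 1 or 2 or E18.5 replicate 1, and *Slc18a1*, chosen after their values were seen) and 2 did not pass the test from E15.5 to E18.5 (median -3.04, adjusted p = 0.0141 from limma's camera test; adjusted p = 0.145 with an estimated correlation, 0.132 with library size only and 0.066 without E15.5 replicate 1). Of the 14, 10 were lower from E15.5 to E16.5 (median -2.54, adjusted p = 0.00343 from limma's camera test; adjusted p = 0.124 with an estimated correlation), the step in which epidermis (median -5.48) and cartilage and bone markers (median -3.25) fell. From E16.5 to E18.5, a comparison chosen after seeing the data, neither the sympathetic neuron markers (median -0.69, adjusted p = 0.479) nor the Schwann cell markers (median -0.49, adjusted p = 0.146) were called by limma's camera test, so the fall of nerve transcripts is not separated here from that of other tissues. *Dbh*, of norepinephrine synthesis, averaged 2.09 CPM at E15.5 and had 0 counts in each E18.5 library, which allows up to 0.167 CPM (3 counts, counting error only). *Th* was below the filter on low counts. Nerve cell bodies lie outside BAT, so RNA from BAT does not measure fibre density. Of 25 neurotrophic and axon guidance factors, 14 fell, 5 rose and 6 did not pass the test (adjusted p = 0.102 from limma's camera test), with *Nrg4*, a factor secreted by brown fat, at 4.22. Of 15 Schwann cell markers, 9 fell, 2 rose and 4 did not pass the test (median -1.36, adjusted p = 0.0176 from limma's camera test; adjusted p = 0.2 with an estimated correlation and 0.095 with library size only).

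Other lists from E15.5 to E18.5 were brown fat secreted factors (11 of 20 rose and 7 fell, adjusted p = 0.046 from limma's camera test; adjusted p = 0.145 with an estimated correlation, 0.0594 with the replicate block and 0.546 without shared genes), creatine and calcium cycling (6 of 19 rose and 12 fell, adjusted p = 0.158), hypoxia response (10 of 19 rose and 4 fell, adjusted p = 0.0883), erythroid markers (1 of 15 rose and 8 fell, adjusted p = 0.158), pericyte and smooth muscle markers (5 of 13 rose and 3 fell, adjusted p = 0.468), white adipocyte markers (4 of 11 rose and 5 fell, adjusted p = 0.843), macrophage markers (3 of 16 rose and 3 fell, adjusted p = 0.561) and other leukocyte markers (8 of 17 rose and 1 fell, adjusted p = 0.158, all from limma's camera test). Adjusted over the list alone, the counts from E15.5 to E18.5 were 6 higher and 3 lower for the α-adrenergic, NPY and ATP receptors, 2 and 3 for macrophage markers, 6 and 1 for other leukocyte markers and 2 and 10 for Schwann cell markers, and the same as over all genes for the other lists given here. Of 4 Y-linked genes the median log2 fold change was 1.26 (adjusted p = 0.548 from limma's camera test). Their mean z-score varied between the libraries of E15.5 (SD 1.12), E16.5 (SD 1.26) and P0.5 (SD 1.26) far more than at E17.5 (SD 0.051) and E18.5 (SD 0.0685), and no comparison here is adjusted for the sex of the animals.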
